# Moth oviposition shapes the species-specific transcriptional and phytohormonal response of *Nicotiana attenuata* to larval feeding

**DOI:** 10.1038/s41598-018-28233-z

**Published:** 2018-07-06

**Authors:** Sylvia Drok, Michele Bandoly, Sandra Stelzer, Tobias Lortzing, Anke Steppuhn

## Abstract

Oviposition by lepidopteran herbivores on *Nicotiana attenuata* primes plant defence responses that are induced by the feeding larvae. While oviposition by both the generalist *Spodoptera exigua* and the specialist *Manduca sexta* primes the production of defensive phenylpropanoids, their larvae are differentially affected. We investigate here the impact of prior oviposition on the transcriptome and phytohormone levels of plants that were later attacked by larvae to find regulatory signals of this priming. In a full-factorial design, we evaluated the effects of oviposition and herbivory by both species. Oviposition alone had only subtle effects at the transcriptional level. Laval feeding alone induced species-specific plant responses. Larvae of the generalist regulated phytohormones and gene expression stronger than larvae of the specialist. A day after larvae started to feed, we detected no significant alterations of the plant’s response to larval feeding due to prior oviposition by conspecific moths. Yet, oviposition by each of the species profoundly influenced the plant’s transcriptional and phytohormonal response to feeding larvae of the other species. Remarkably, the species-specific plant responses to larval feeding shifted towards the response normally elicited by larvae of the ovipositing species. Thus, plants may already recognise an insect’s identity upon its oviposition.

## Introduction

Plants evolved a multitude of adaptations to resist herbivorous insects. In turn, insects evolved adaptations to find and colonise suitable host plants. Plants possess diverse defence traits which are often inducible upon herbivory^1^. Insects evolved traits to avoid, resist, or even manipulate a plant’s defence response^2^. The closer the evolutionary relationship between plants and insect herbivores, the more sophisticated and specialised defence and counter-defence can be geared to each other. The degree of such coevolution is driven by the insect’s impact on plant fitness and its host plant range. Specialised herbivores with narrow host plant ranges can often tolerate, detoxify or even co-opt plant defences for their own defence^3^. In several plants, generalist and specialist insects elicit different responses^4–6^, which may be adaptive for the plant or the insect^7^. Plants may render their defence responses most efficient against different insects that are differentially susceptible, and adapted insects may evolve traits to manipulate plant defence.

Inducible plant defences allow plants to limit their investments of resources into defence to circumstances in which these pay off, i.e. herbivores are present. Plants can even integrate environmental cues that predict upcoming herbivory to accelerate or enhance their induced defences which is termed as priming^8,9^. For example volatiles of herbivore-attacked plants can prime herbivory-induced defence in adjacent plants^10^. The egg-deposition of herbivorous insects on a host plant can also prime plant defence against the feeding larvae as has been shown for the wild tobacco *Nicotiana attenuata*^11,12^. Also in tomato, moth oviposition primes the wound-induced expression of defence-related parameters^13^. Priming by insect oviposition is likely more common because several plants possess an increased resistance to insect larvae if previously exposed to its eggs^14–17^. Yet, the larvae may also be affected by defence responses that are directly activated upon insect oviposition. Plant responses to insect oviposition include the formation of neoplasms, necrosis, egg-crushing tissues, ovicidal substances or volatiles that attract egg predators and parasitoids^18–24^.

Several plant responses to oviposition as well as the effects on plant resistance to subsequent larval attack can be specific to the insect species. For example, *Brassica nigra* plants are more resistant to feeding larvae in response to a specialist’s but not a generalist’s moth oviposition^25^, suggesting a differential plant response to oviposition by both insects. Yet, *N. attenuata* plants are more resistant to larvae of only the generalist *Spodoptera exigua* but not the specialist *Manduca sexta* in response to oviposition by either of the two species^12^. Oviposition by both moth species equally primes the feeding-induced plant production of phenylpropanoid-polyamine conjugates (PPCs), which reduces performance of *S. exigua* larvae feeding on oviposited plants^11^. This suggests a differential susceptibility of the larvae but no species-specific plant response to oviposition, though *N. attenuata* may show other, still undiscovered, responses that may differ for the two moth species.

Plant responses to herbivory are multifaceted, which is reflected in a large reprogramming of a plant’s transcriptome and various shifts in its primary and secondary metabolism^26^. This reprogramming is regulated by a network of signalling pathways in which the phytohormone jasmonic acid (JA) plays a central role^27^. Differential activation of these signalling pathways in response to different elicitors, e.g. damage- and herbivore associated molecular patterns, allows species-specific responses to different herbivores^28–30^. For example, larval feeding of *M. sexta* and *S. exigua* elicits distinct transcriptional profiles in *N. attenuata*^4^, likely due to differential phytohormone induction patterns that result from different ratios of elicitors in the larval oral secretions of both species^31^.

The phytohormonal and transcriptional plant responses to insect oviposition are less examined than those to insect feeding but an involvement of salicylic acid (SA) and JA signalling pathways has been inferred^32^. *Arabidopsis thaliana* leaves oviposited by *Pieris brassicae* accumulate high levels of SA^33^ and SA-responsive transcripts^34^. Consistent with the role of SA as a key regulator of plant responses to phytopathogens, the transcriptional profile in response to *P. brassicae* oviposition is more similar to that of plants harbouring a bacterial infection than to plants fed by *P. brassicae* larvae^34^. The SA signal is also detected in systemic leaves of oviposited plants that thereby even acquire resistance (SAR) to bacterial pathogens^35^. JA may also play a role in plant responses to oviposition as indicated by an increased hatching rate of spider mite eggs on JA-deficient tomato mutants^36^. Moreover, JA-biosynthesis genes are induced upon oviposition that involves wounding of plant tissue^37,38^ and plant responses to such oviposition can be mimicked with JA treatments^39,40^.

Very few studies examined the influence of an earlier oviposition on plant signalling in response to the feeding larvae. Transcriptome analyses revealed no significant effects of *P. brassicae* oviposition on *A. thaliana*’s response to larval feeding^41^ or very few *B. nigra* genes that were altered in larval attacked plants due to a pre-treatment with *P. brassicae* egg extract^42^. In tomato, the increase of wound-induced expression of a defensive protease inhibitor (PI) gene in response to a moth’s oviposition coincides with a stronger JA-burst^13^. Yet, in *N. attenuata*, the priming effect of moth oviposition on the induction of PI activity and PPC production in response to larval feeding could not be explained by increased induction of JA^11,43^. Overall, our current knowledge on the signalling of oviposition-induced responses is anecdotal, especially regarding the question how oviposition affects plant responses to subsequently feeding larvae.

Here we explore *N. attenuata*’s signalling response to oviposition and herbivory by two of its major herbivores. Specifically, we examine the plant for i) systemic imprints of oviposition by *M. sexta* and *S. exigua*, ii) how the moth’s oviposition affects the feeding-induced plant response to its larvae, and iii) whether these effects of oviposition on plant responses to feeding are specific for the insect species. In a full-factorial design (Fig. 1), we explore the effects of larval feeding and prior oviposition by *S. exigua* and *M. sexta* on *N. attenuata*’s transcriptional and phytohormonal profiles in leaves that were systemic to oviposition but local for the larval attack.

**Figure 1:**
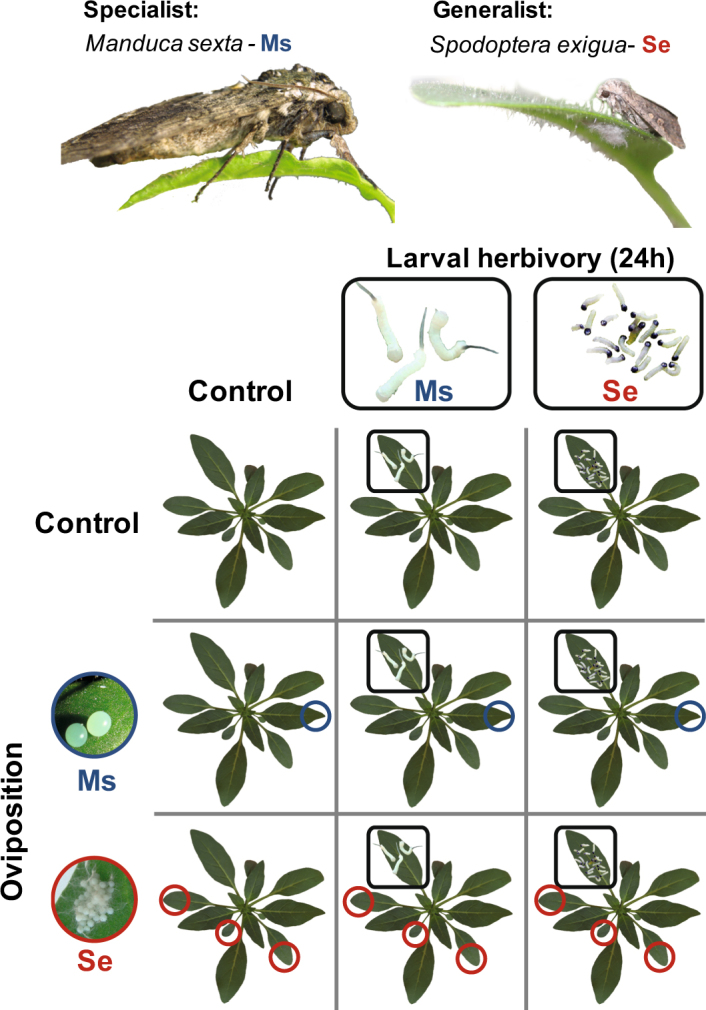
Experimental design. A 3 × 3 full-factorial priming experiment was conducted with *N. attenuata* (12 plants per treatment) to assess the effects of oviposition and larval feeding by the specialist herbivore *M. sexta* (Ms, blue) and the generalist herbivore *S. exigua* (Se, red). Shortly before hatching, the eggs were removed, which was 4 days after oviposition on a standardised leaf position in case of *M. sexta* (blue circles) but after 3 days in case of *S. exigua* that only oviposited on elder leaves (red circles). Neonate larvae were applied at the next day to a standardised leaf position (black square), which was harvested from all plants after the larvae fed for 24 hours.

## Results

### Plant responses to oviposition in leaves systemic to the oviposition site

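Transcripts were measured in leaves of 9 treatments, each with 3 biological replicates that pooled RNA of 3 to 4 plants, on 27 one-colour Agilent arrays. In the treatment names, E stands for the moth that had oviposited and L for the larvae that fed, with ms for *M. sexta*, se for *S. exigua* and 0 for neither. Eggs were removed after 4 days (*M. sexta*) or 3 days (*S. exigua*), and 3 *M. sexta* or 20 *S. exigua* neonates then fed for 24 hours in clip cages. The authors deposited the scanned intensity of 61657 spots, which carry 43533 probes; each probe was taken as 1 gene. Between 41429 and 46800 spots per array were well above background, with group medians from 42517 in E_se_L_ms_ to 44704 in E_0_L_se_. Probes above the 10% quantile of intensity on at least 1 array were background-corrected with normexp and quantile-normalised. Spots flagged as outliers were then left out, and the 43440 probes with a value on every array were compared with limma in 1 fit. A gene counted as regulated at a Benjamini-Hochberg adjusted *P* below 0.05 and a log_2_-FC of at least 1 in size. The 3 E_se_L_ms_ arrays make up a slide of their own that was scanned in a session of its own, so that batch and treatment cannot be told apart for E_se_L_ms_. Replicate 1 of E_ms_L_se_ was likewise scanned apart, in another session. Slides were told apart by barcode and scan time together, so arrays of the same slide scanned apart count as different slides.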

We evaluated the direct effects of oviposition on plants without larval feeding. These leaves were harvested at the same time and from the same leaf position as the leaves of feeding-induced plants and were therefore systemic to the oviposited leaf (see methods). We found no differences in the phytohormone profiles between oviposited and non-oviposited control plants. Levels of JA and JA-Ile generally varied around the limit of quantification (ca. 7 and 3 ng/g FW, respectively) and are therefore not displayed. Levels of SA and ABA did not differ between plants oviposited by *S. exigua* or *M. sexta* and control plants (see Supplementary Fig. S1). However, the transcriptome profiles of *M. sexta*-oviposited plants (E_ms_L_0_) separated from those of control plants (E_0_L_0_) in a principal component analysis (PCA) along the second principal component (Fig. 2a). In contrast, transcriptome profiles of *S. exigua*-oviposited plants (E_se_L_0_) grouped within those of control plants. 

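On the second principal component, E_0_L_0_ arrays lay at 55.1 ± 27.9 (mean ± SD, n = 3), between 32.1 and 86.1, and E_ms_L_0_ arrays at −24.1 ± 38.0 (n = 3), between −59.7 and 16.0. The arrays of these treatments did not overlap, and the exact permutation test, two-sided, gave *P* = 0.1, the smallest value that 3 arrays against 3 can give.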

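E_se_L_0_ arrays lay at 29.7 ± 16.3 (mean ± SD, n = 3) on the second principal component, between 12.4 and 44.8. Their range overlapped that of the E_0_L_0_ arrays (exact permutation test, two-sided, *P* = 0.2).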

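Between E_ms_L_0_ and E_0_L_0_, limma called 64 genes, 30 higher and 34 lower in E_ms_L_0_. Without the criterion on the fold change, 239 genes passed, and 5089 had an unadjusted *P* under 0.05, against 2172 given by chance. Among the 44 called genes that were well above background and did not overlap between the treatments' arrays, the largest rise was that of Na_454_09895 (*NaTOC1* in the paper, described as response regulator-like APRR9 in the deposited annotation), with a log_2_-FC of 2.14 (SE 0.239, adjusted *P* = 0.000331). The largest fall was that of Na_454_14832, which has no description (log_2_-FC −2.25, SE 0.358, adjusted *P* = 0.00527). Fitting the arrays of both treatments alone gave 0 genes in limma, with 3159 at an unadjusted *P* under 0.05. Leaving out replicate 1 of E_ms_L_0_ gave 35 genes and leaving out replicate 3 of E_0_L_0_ gave 39. Between E_se_L_0_ and E_0_L_0_, limma called 0 genes, with 2431 at an unadjusted *P* under 0.05 and a smallest adjusted *P* of 0.0644. Set directly against each other, E_ms_L_0_ and E_se_L_0_ differed in 9 genes, 8 of them among those called for E_ms_L_0_ and changed in the same direction.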

Oviposition by *M. sexta*, but not by *S. exigua*, significantly altered the expression of 59 genes, several of which are related to ethylene and auxin signalling as well as regulators of transcription (Supplementary Table S1).

**Figure 2:**
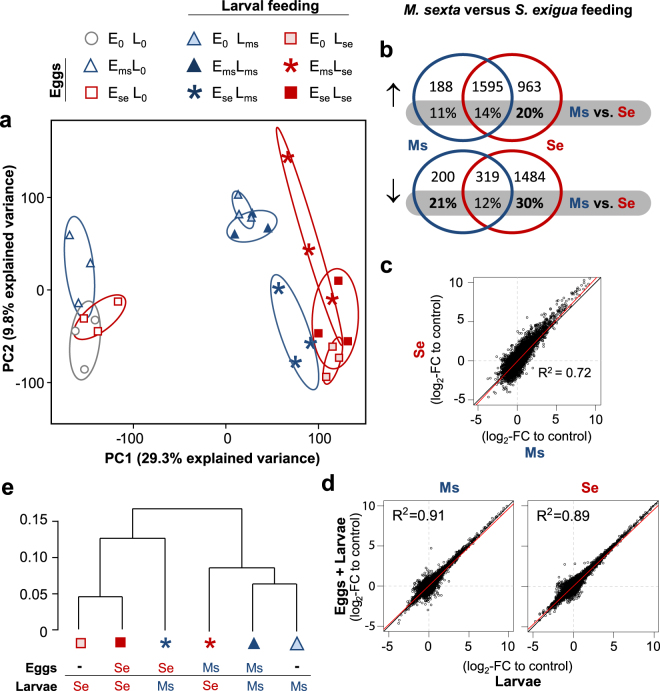
Species-specific effects of oviposition and larval herbivory on *N. attenuata’s* transcriptional regulation. (**a**) Principle component analysis (PCA) of transcript profiles of *N. attenuata* in response to either *S. exigua* (Se) or *M. sexta* (Ms) oviposition and/or larval feeding. The legend above presents all symbols used to depict all treatments in the 3 × 3 factorial design and treatment replicates are outlined by 68% confidence intervals. (**b**) Venn diagram comparing the numbers of genes that were regulated in the microarray analysis by either *S. exigua* or *M. sexta* larval feeding (relative to control plants) and those significantly different between the two (at *P* < 0.05 after correction for false discovery rate and a log_2_-fold change (FC) > 1). (**c**) Scatter plots of the log_2_-FC in gene expression in response to larval feeding by *M. sexta* and *S. exigua*. (**d**) Scatter plots of the log_2_-FC in gene expression in response to larval feeding on plants oviposited and non-oviposited by conspecific moths (left: *M. sexta*, right: *S. exigua*). (**e**) Hierarchical clustering of the log_2_FC in gene expression (relative to control plants) of all feeding-induced treatments.

### *N. attenuata* responds species-specific to larval feeding

Altogether, transcriptomes of plants attacked by larvae clearly separated from the non-attacked plants along the first principal component in a PCA (Fig. 2a). 

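The first principal component covered 29.9% of the variance. On it, the 18 arrays of fed plants lay between 9.42 and 134 and the 9 arrays of unfed plants between −170 and −118, with no overlap.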

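The second principal component covered 9.98% of the variance. E_0_L_se_ arrays lay at 77.7 ± 16.0 on it and E_0_L_ms_ arrays at −87.4 ± 13.6 (mean ± SD, n = 3 each), a difference beyond the spread between arrays (exact permutation test, two-sided, *P* = 0.1, the smallest possible).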

Along the second principal component, explaining about 10% of the variation, *S. exigua*-fed plants (E_0_L_se_; filled squares) clearly separated from *M. sexta-*fed plants (E_0_L_ms_; filled triangles).

Herbivory by any of the two species significantly altered the expression of 4749 genes (11% of all genes on the array) relative to control plants (E_0_L_0_). 

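Larvae of at least 1 species regulated 4802 of the 43440 genes kept, or 11.1%. The settings that moved this number most were a normexp offset of 50, with 2154 genes, and dropping the criterion on the fold change, with 17658.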

Whereas feeding by *S. exigua* altered the expression of almost 92% (4361) of these genes, *M. sexta* feeding regulated only about half (2302) of them (Fig. 2b). 

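E_0_L_se_ plants had 4399 regulated genes, 2581 up and 1818 down, which is 91.6% of the genes regulated by either species. E_0_L_ms_ plants had 2327, 1802 up and 525 down, which is 48.5%. With the scanner's background-subtracted signal scaled to each array's 75th percentile, E_0_L_ms_ plants had 2208 genes up and 1071 down.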

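Genes regulated in the same direction in E_0_L_se_ and in E_0_L_ms_ plants, each relative to E_0_L_0_, numbered 1923, or 40.0% of the genes regulated in at least 1 of these treatments.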

As a consequence, the feeding-induced plant responses to both species overlapped just for 40% (1914). 

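Of the genes called for 1 larval species alone, 403 (8.39%) were called for *M. sexta*, 192 up and 211 down, and 2475 (51.5%) for *S. exigua*, 970 up and 1505 down. A call for 1 species alone does not test the difference between the species: of the genes called for *S. exigua* alone, 19.8% of those up and 30.8% of those down also differed between E_0_L_se_ and E_0_L_ms_ plants when these were compared with each other.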

Of all feeding-inducible transcripts, only about 8% (388) were specific to *M. sexta* but almost 52% (2447) were unique for feeding *S. exigua*. 

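Between E_0_L_se_ and E_0_L_ms_ plants, limma called 1201 genes, 548 higher and 653 lower in E_0_L_se_. Of the genes regulated by larvae of either species relative to E_0_L_0_, 20.5% were among them. Among the 929 called genes that were well above background and did not overlap between these treatments' arrays, Na_454_42996 (naringenin 3-dioxygenase) was the most strongly raised in E_0_L_se_, with a log_2_-FC of 4.25 (SE 0.685, adjusted *P* = 0.000249). The most strongly lowered was Na_454_02277 (auxin-binding protein ABP19a), with a log_2_-FC of −3.17 (SE 0.584, adjusted *P* = 0.000766).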

In a direct comparison between *S. exigua*-fed (E_0_L_se_) and *M. sexta*-fed (E_0_L_ms_) plants, 20% of the feeding-induced genes differed significantly. The transcriptional changes (log_2_-fold changes; log_2_-FC) relative to untreated controls correlated with an R^2^ of 0.72 between plants fed by larvae of the two different species (Fig. 2c), which is about 20% lower than correlations between plants fed by larvae of the same species (either or not previously oviposited by conspecifics; see below and Fig. 2d).

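Across genes, which are not independent replicates, the log_2_-FC of E_0_L_ms_ and E_0_L_se_ plants had an R2 of 0.718 (jackknife SE over arrays 0.0193). Both are relative to the same 3 control arrays, which adds to R2. With different control arrays for each treatment it was 0.489, but each treatment was then set against fewer of them. Noisier controls can also lower R2, so the fall does not measure the effect of sharing alone. In 20 simulations of treatments without any effect that shared their controls, R2 was 0.250 on average (0.238 to 0.264). An earlier form of this simulation, revised after its result was seen, gave 0.120 (0.113 to 0.132). It took the mean of E_0_L_0_ and E_se_L_0_ as no effect.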

The difference in the transcriptional response to the two herbivore species was accompanied by a different induction of phytohormones. Feeding by both species increased levels of JA, JA-Ile, SA and ABA. In *S. exigua*-fed plants, levels of SA and the ratio of JA-Ile to JA were about twofold higher compared to *M. sexta*-fed plants (see outer bars in Fig. 3), while ABA was altered similarly by both species (Supplementary Fig. S1).

**Figure 3:**
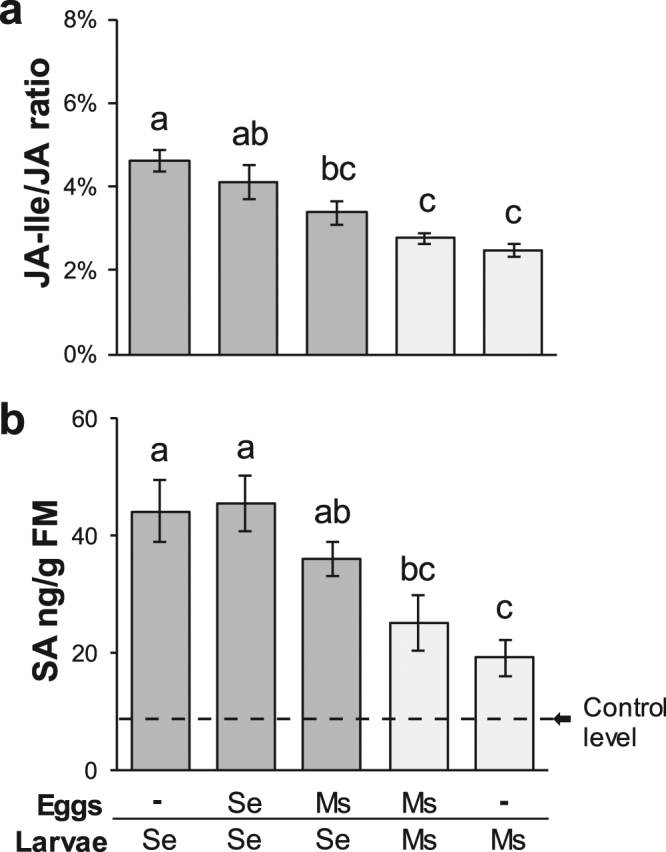
Species-specific effects of larval herbivory on *N. attenuata’s* phytohormone levels. Mean ± SEM (N = 8–10) of (**a**) the ratio of the jasmonic acid (JA) to its conjugate with isoleucine (JA-Ile) and (**b**) salicylic acid (SA) content in *N. attenuata* leaves fed by *S. exigua* (Se) or *M. sexta* (Ms) for 24 hours. The plants were previously either untreated or oviposited at a systemic leaf. An arrow marks the SA level of unattacked control plants. Letters indicate significant differences at *P* < 0.05 according to Kruskal Wallis and pairwise Wilcoxon rank sum test (in case of the JA-Ile/JA ratio) or ANOVA followed by paired *t*-test (in case of SA).

### Effects of oviposition on *N. attenuata’s* response to herbivory by conspecific larvae

Oviposition by neither *M. sexta* nor *S. exigua* altered any of the assessed phytohormone accumulations in response to herbivory by conspecific larvae (Fig. 3, see Supplementary Fig. S1 and Supplementary Table S2). 

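Of the genes regulated in E_0_L_ms_ or E_ms_L_ms_ plants relative to E_0_L_0_, 75.2% were regulated in both in the same direction. For E_0_L_se_ and E_se_L_se_ plants the share was 76.3%.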

For each of the two species, non-oviposited and previously oviposited plants shared about 75% of the transcriptional regulation in response to feeding by conspecific larvae (relative to control plants; see Supplementary Fig. S2).

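The interaction of oviposition and feeding asks whether the effect of oviposition differs between fed and unfed plants. For *M. sexta* oviposition and *M. sexta* feeding, limma called 1 gene, with 3188 at an unadjusted *P* under 0.05. It is Na_454_08203, chosen after its values were seen: oviposition changed it by a log_2_-FC of 1.54 without larvae and of −0.07 in *M. sexta*-fed plants (interaction −1.61, SE 0.225, adjusted *P* = 0.0219). Leaving out single arrays gave between 0 and 16 genes, 16 without replicate 3 of E_ms_L_0_, and the fit of these 4 treatments alone gave 0 genes, with 3089 at an unadjusted *P* under 0.05. For *S. exigua* oviposition and *S. exigua* feeding, limma called 0 genes, with 1517 at an unadjusted *P* under 0.05 and a smallest adjusted *P* of 0.843.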

To test whether the previous oviposition changed the plant’s transcriptional response to the subsequent feeding by conspecific larvae, we evaluated the effects of previous oviposition and the larval feeding in two-factorial analyses (including E_0_L_0_/E_ms_L_0_/E_0_L_ms_/E_ms_L_ms_ in case of *M. sexta* and E_0_L_0_/E_se_L_0_/E_0_L_se_/E_se_L_se_ plants in case of *S. exigua*), but we found no interactions between oviposition and larval feeding for neither of the two species. Similarly, we found no significant differences in direct comparisons of gene expression in plants only exposed to larval feeding and plants that were oviposited prior to larval herbivory by the same species (E_0_L_ms_ versus E_ms_L_ms_ and E_0_L_se_ versus E_se_L_se_).

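E_ms_L_ms_ and E_0_L_ms_ plants differed in 0 genes in limma, with 1208 at an unadjusted *P* under 0.05 and a smallest adjusted *P* of 0.320. E_se_L_se_ and E_0_L_se_ plants differed in 0 genes in limma, with 1924 at an unadjusted *P* under 0.05 and a smallest adjusted *P* of 0.197. In simulated data with 200 genes changed by a log_2_-FC of 1.5 between E_ms_L_ms_ and E_0_L_ms_, the same steps called 92.0% of them, 100% of the bright and 83.0% of the dim ones, and 2 unchanged genes.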

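The log_2_-FC of E_0_L_ms_ and E_ms_L_ms_ plants had an R2 of 0.883 across genes (jackknife SE 0.0146) and those of E_0_L_se_ and E_se_L_se_ plants one of 0.915 (SE 0.0100). Taken against different and fewer control arrays, the values were 0.569 and 0.684.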

In accordance with that, the feeding-induced transcriptional changes (log_2_-FC) relative to control plants correlated very strongly for previously oviposited and non-oviposited plants (Fig. 2d). Also in the PCA, *M. sexta-*fed plants with a prior oviposition by conspecifics (E_ms_L_ms_) cluster closely together with plants only fed by *M. sexta* (E_0_L_ms_) and similarly do *S. exigua-*fed plants with a prior oviposition by conspecifics (E_se_L_se_) and plants only fed by *S. exigua* (E_0_L_se_) cluster together (Fig. 2a).

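E_ms_L_ms_ arrays lay at −69.7 ± 11.6 (mean ± SD, n = 3) on the second principal component, higher by 17.7 than E_0_L_ms_ arrays on average and overlapping with them (exact permutation test, two-sided, *P* = 0.3, where 0.1 is the smallest possible). E_se_L_se_ arrays lay at 31.7 ± 36.5 (n = 3), each below every E_0_L_se_ array (exact permutation test, two-sided, *P* = 0.1, the smallest possible).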

### Oviposition shapes the species-specific response of *N. attenuata* to larval feeding

We investigated furthermore, whether the plant response to feeding larvae is altered in plants previously oviposited by heterospecific moths. 

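Compared directly, E_ms_L_se_ and E_0_L_se_ plants differed in 163 genes, 105 higher and 58 lower in E_ms_L_se_ (limma). Scaling to the 75th percentile in place of quantile normalisation gave 110 higher and 32 lower. The arrays of both treatments fitted alone gave 0 genes in limma, with 6640 at an unadjusted *P* under 0.05. With slide as a block, 45 genes were higher and 36 lower. Replicate 1 of E_ms_L_se_, scanned apart, counts as a slide of its own, so that this fit rests on the other E_ms_L_se_ arrays. None of them shares a slide with an E_0_L_se_ array. Without a block, the count depended on single arrays: it was 51 without replicate 2 of E_ms_L_se_ and 415 without replicate 1, the array of another session. The count of 415 is therefore the one to set beside the block. E_ms_L_se_ and E_0_L_ms_ plants differed in 151 genes, 125 higher and 26 lower in E_ms_L_se_, in 41 without replicate 1 of E_ms_L_se_ and in 290 without replicate 2. With slide as a block, which again takes out replicate 1, 23 genes were higher and 9 lower. The fit of these treatments alone gave 0 genes in limma, with 6008 at an unadjusted *P* under 0.05, and the scanner's background-subtracted signal gave 166 higher and 103 lower. The effect of *M. sexta* oviposition on *S. exigua*-fed plants differed from that on unfed plants in 0 genes in limma, with 3267 at an unadjusted *P* under 0.05 and a smallest adjusted *P* of 0.170.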

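E_se_L_ms_ and E_0_L_ms_ plants differed in 400 genes, 182 higher and 218 lower in E_se_L_ms_ (limma). The numbers called in each direction depended on the normalisation: scaled to the 75th percentile, 92 genes were higher and 794 lower, and with the scanner's background-subtracted signal 153 were higher and 1312 lower. The median log_2_-FC of all genes was 0.01 after quantile normalisation and −0.15 after normexp with the 75th percentile. The count was 154 without replicate 1 of E_se_L_ms_ and 612 without its replicate 2. E_se_L_ms_ and E_0_L_se_ plants differed in 446 genes, 128 higher and 318 lower in E_se_L_ms_, against 53 and 872 after scaling to the 75th percentile, and in 254 genes without replicate 2 of E_se_L_ms_. The effect of *S. exigua* oviposition on *M. sexta*-fed plants differed from that on unfed plants in 49 genes, 25 higher and 24 lower, or 16 and 46 after scaling to the 75th percentile. Leaving out single arrays gave between 9 genes (without replicate 2 of E_0_L_ms_) and 247 (without replicate 1 of E_0_L_0_). The slide of the E_se_L_ms_ arrays holds no other treatment, so none of these values can be had within a batch.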

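On the second principal component, E_se_L_ms_ arrays lay at 44.8 ± 41.4 (mean ± SD, n = 3), above all E_0_L_ms_ arrays (exact permutation test, two-sided, *P* = 0.1, the smallest possible) and overlapping with the E_0_L_se_ arrays (same test, *P* = 0.3). With 0 at the mean of E_0_L_ms_ and 1 at that of E_0_L_se_, their position was 0.801. On the second component of other settings it was −5.31 after normexp with the 75th percentile and 11.3 with the scanner's background-subtracted signal. Components were not matched between settings, and the scale divides by the distance of E_0_L_ms_ and E_0_L_se_ on the component. These other values therefore do not show where E_se_L_ms_ arrays lay between the fed treatments. On the third component, E_se_L_ms_ arrays had a mean of −111, against −13.0 to 41.7 in the other 8 treatments. The array furthest out on it was replicate 1 of E_0_L_0_, at 176, with the other E_0_L_0_ arrays at −50.6 and −51.0.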

In the PCA, transcript profiles of the E_se_L_ms_ cross-species treatment (blue stars in Fig. 2a) clearly separated from the other two *M. sexta*-fed plant treatments (blue filled triangles) and aggregated with the *S. exigua*-fed treatments (red filled squares). Similarly, transcript profiles of the other E_ms_L_se_ cross-species treatment (red stars) shifted towards plants fed by *M. sexta*. This pattern was further supported by a clustering analysis of the six feeding induced treatments, in which E_se_L_ms_ plants clustered together with *S. exigua-*fed plants that were either oviposited by conspecific moths or not (Fig. 2e). 

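E_ms_L_se_ arrays lay at −57.9 ± 78.4 (mean ± SD, n = 3) on the second principal component, below all E_0_L_se_ arrays (exact permutation test, two-sided, *P* = 0.1, the smallest possible) and overlapping with the E_0_L_ms_ arrays (same test, *P* = 0.7). Their position between the means of E_0_L_ms_ (0) and E_0_L_se_ (1) was 0.179. On the unmatched second component of other settings it was 2.32 after normexp with the 75th percentile and −5.32 with the scanner's background-subtracted signal. These other values cannot be set beside 0.179.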

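In complete-linkage clustering on 1 minus the correlation of log_2_-FC, E_se_L_se_ and E_0_L_se_ joined at a height of 0.0435, E_se_L_ms_ joined them at 0.115, and this group met the *M. sexta* group at 0.152. With Euclidean distance, E_se_L_ms_ grouped with the *M. sexta*-fed treatments.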

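E_0_L_ms_ and E_ms_L_ms_ joined at a height of 0.0601 and E_ms_L_se_ joined them at 0.0839. With average linkage, E_ms_L_se_ grouped with the *S. exigua*-fed treatments.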

*Vice versa*, E_ms_L_se_ clustered with *M. sexta-*fed plants.

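Relative to E_0_L_0_, E_ms_L_se_ plants had 3800 regulated genes (2445 up, 1355 down) and E_se_L_ms_ plants 3710 (2285 up, 1425 down), against 2521 in E_ms_L_ms_ (1892 up, 629 down) and 4233 in E_se_L_se_ (2575 up, 1658 down). The numbers of up- and down-regulated genes depended on the normalisation. Scaled to the 75th percentile, E_se_L_ms_ plants had 1921 genes up and 3264 down; with the scanner's background-subtracted signal, E_se_L_ms_ plants had 2375 up and 4906 down, E_ms_L_se_ plants 2872 up and 2714 down, and E_se_L_se_ plants 2959 up and 2910 down. The median log_2_-FC of all genes in E_se_L_ms_ relative to E_0_L_0_ was −0.07, and −0.27 after normexp with the 75th percentile.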

The numbers of genes regulated by the cross-species treatments fall in-between those regulated in plants that only experienced one of the species (Fig. 4a). For example, the number of genes regulated in E_se_L_ms_ plants increased by more than 1000 compared to the other two *M. sexta*-fed plant treatments (E_0_L_ms_, E_ms_L_ms_). 

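The number of regulated genes in E_se_L_ms_ plants exceeded the larger of those in E_0_L_ms_ and E_ms_L_ms_ plants by 1189.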

As a consequence, E_se_L_ms_ plants shared only 51% of its regulated genes with E_0_L_ms_ plants, while these overlapped with 82% of the genes regulated in E_ms_L_ms_ (Fig. 4b). Instead, genes regulated in E_se_L_ms_ plants overlap with 62% of the genes regulated in E_0_L_se_ plants, which is considerably more than the 44–48% that the other *M. sexta*-fed plants overlapped with the E_0_L_se_ plants.

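Of the genes regulated in E_se_L_ms_ plants, 51.3% were regulated in the same direction in E_0_L_ms_ plants. Of those regulated in E_ms_L_ms_ plants the share was 82.5%.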

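Of the genes regulated in E_0_L_se_ plants, 63.0% were regulated in the same direction in E_se_L_ms_, 43.7% in E_0_L_ms_ and 48.3% in E_ms_L_ms_ plants.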

**Figure 4:**
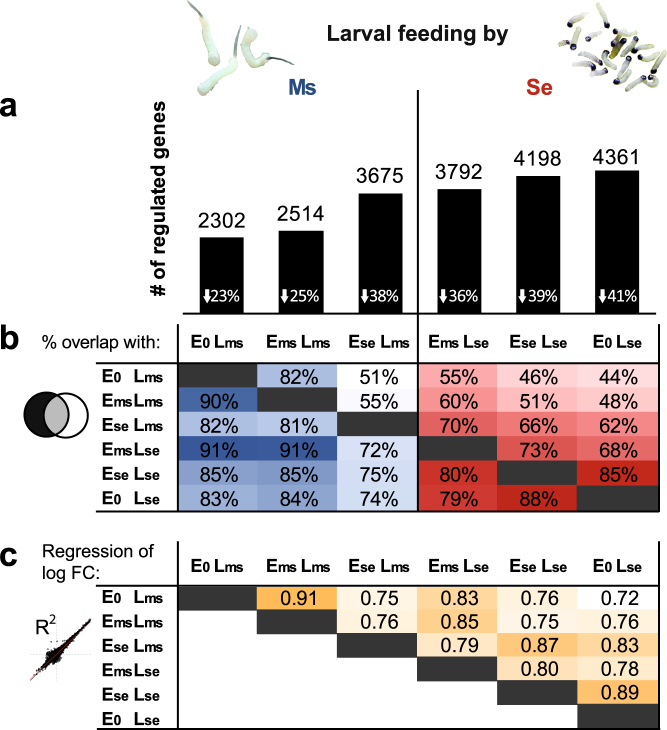
Oviposition by the other species shifted the transcriptional response to feeding by *M. sexta* and *S. exigua* larvae in-between the species-specific plant responses to their herbivory. (**a**) Bars represent the numbers of genes (given above) differentially regulated relative to control plants (FDR-adjusted *P* < 0.05, log_2_-fold change >1) in all feeding-induced plant treatments. The white numbers in the bars display the proportion of down-regulated genes. The plants had experienced egg deposition (E) by *M. sexta* (Ms), *S. exigua* (Se), or none before they were fed by neonate larvae (L) of either of the two species for 24 hours. (**b**) Matrix of the proportions of gene sets similarly regulated by the different feeding-induced treatments: For each treatment designated on top of a column, the proportion of genes that are also regulated by another treatment (designated in front of a row) is given. (**c**) Matrix of the regression coefficients of pairwise correlations between log_2_-FC in gene expression (compared to control plants) among all feeding-induced treatments.

Similarly, plants of the *S. exigua*-fed cross-species treatment (E_ms_L_se_) had about 500 genes less regulated than the other two *S. exigua*-fed plant treatments. 

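E_ms_L_se_ plants had 433 regulated genes fewer than the smaller set of the E_0_L_se_ and E_se_L_se_ plants. Without replicate 2 of E_ms_L_se_, 4187 genes were regulated in this treatment.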

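E_0_L_se_ plants shared 84.9% of their regulated genes with E_se_L_se_ plants, and E_se_L_se_ plants shared 88.2% of theirs with E_0_L_se_ plants. The share of E_0_L_se_ genes that were regulated in the same direction in E_ms_L_se_ plants was 68.2%.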

While, E_0_L_se_ and E_se_L_se_ plants overlapped in 85–88% of their regulated genes, E_ms_L_se_ plants overlapped only with 68% of the genes regulated in E_0_L_se_ plants. Conversely, the proportion of *M. sexta*-responsive genes (E_0_L_ms_) that are also altered in response to *S. exigua* feeding increased from 83% (E_0_L_se_) to 91% (E_ms_L_se_) when *M. sexta* oviposition preceded *S. exigua* feeding. Thus, the comparisons of the regulated gene sets support that the plant response in cross-species treatments is intermediate to the species-specific responses to larval feeding.

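The share of E_0_L_ms_ genes regulated in the same direction was 82.6% in E_0_L_se_ and 91.1% in E_ms_L_se_ plants. In E_se_L_se_ plants, without *M. sexta* oviposition, it was 84.6%.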

Finally, the shift in the species-specific response to feeding was also reflected in pairwise regression analyses of the log_2_-FC relative to untreated controls (Fig. 4c, see Supplementary Fig. S3). The strong correlations between E_0_L_se_ and E_se_L_se_ as well as between E_0_L_ms_ and E_ms_L_ms_ with an R^2^ around 0.9 were not found between the cross-species treatments (E_ms_L_se_ and E_se_L_ms_) and the E_0_L_ms_ and E_0_L_se_ treatments. Instead, the expression pattern of E_ms_L_se_ plants correlated similarly with E_0_L_ms_ and E_0_L_se_ (R^2^ of 0.82 and 0.83) and E_se_L_ms_ plants correlated even slightly stronger with E_0_L_se_ than with E_0_L_ms_ plants.

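R2 across genes was 0.839 (jackknife SE 0.0170) between E_ms_L_se_ and E_0_L_ms_ and 0.832 (SE 0.0477) between E_ms_L_se_ and E_0_L_se_. For E_se_L_ms_ it was 0.752 (SE 0.0330) with E_0_L_ms_ and 0.784 (SE 0.0126) with E_0_L_se_. Within either pair, the difference was smaller than the larger SE. Against different and fewer control arrays, the values were 0.570 and 0.610 for E_ms_L_se_ and 0.503 and 0.570 for E_se_L_ms_.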

Lastly, the cross-species treatment for which phytohormones were analysed (E_ms_L_se_) showed a phytohormonal induction pattern in-between of E_0_L_ms_ and E_0_L_se_ plants (Fig. 3a,b). The intermediate levels of SA and JA-Ile/JA in E_ms_L_se_ plants did not significantly differ from both treatments with *M. sexta* feeding and JA-Ile/JA levels in E_ms_L_se_ plants even differed significantly from E_0_L_se_ plants.

### Validation of microarray analysis by real-time qPCR of candidate genes

We quantified transcripts in 9-10 biological replicates for a set of genes that we selected based on their regulation in the microarray analysis or that are known to be key regulators in different plant signalling pathways. We selected (i) genes that were significantly regulated by the oviposition alone (Supplementary Table S3) or that indicated an altered regulation after larval feeding due to prior oviposition by the same species (Fig. 5), (ii) signalling-related genes that may reflect the species-specific response to the larval feeding of both species (Fig. 6), and (iii) genes that signify the shift of the species-specific feeding-induced response by the other species’ oviposition (Fig. 7). 

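On the arrays, 4 genes of the first set were dim in unfed plants. *PTR1*-like (Na_454_15271) and *WRKY71*-like (Na_454_21846) were not well above background on any array of unfed plants, so that their changes after oviposition alone (log_2_-FC in E_ms_L_0_ −0.69 and 0.06, adjusted *P* = 0.351 and 0.938) cannot be read as regulation. After feeding, the fitted fold of *WRKY71*-like was 8.09 in E_0_L_ms_ and 16.8 in E_0_L_se_, and that of *PTR1*-like 2.54 in E_0_L_se_. These fitted folds are no lower bounds, as they depend on the background correction. With a normexp offset of 50, the log_2_-FC was 0.85 for *WRKY71*-like in E_0_L_ms_ and 0.23 for *PTR1*-like in E_0_L_se_. The defensin-like gene (Na_454_03111, fitted fold 4.16 in E_0_L_ms_) and *AO* (Na_454_00281, fitted fold 2.38 in E_0_L_se_) were also near background in unfed plants. Their log_2_-FC in E_ms_L_0_ were 0.70 and −0.02 (adjusted *P* = 0.748 and 0.989). The sign for *AO* in E_ms_L_0_ changed with single arrays, from −0.36 to 0.16. *NaPI* (Na_454_02256), well above background on all arrays, rose by a log_2_-FC of 4.74 in E_0_L_ms_ and 4.90 in E_0_L_se_, and its log_2_-FC in E_se_L_0_ was 1.45 (adjusted *P* = 0.252). *NaGGPPS2* (Na_454_01146), likewise well above background, rose by 3.54 in E_0_L_ms_ and had a log_2_-FC of 0.07 between E_se_L_se_ and E_0_L_se_.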

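Between E_0_L_se_ and E_0_L_ms_ plants, *NaACO2* (Na_454_06634) was higher by a log_2_-FC of 2.44 (adjusted *P* = 2.38e-06), *SAMT* (Na_454_08320) by 1.43 (adjusted *P* = 0.00700), *WRKY6* (Na_454_14052) by 1.16 (adjusted *P* = 0.00606) and *WRKY71*-like by 1.05 (adjusted *P* = 0.000131). *NaMKK1* (Na_454_10210) and *NaNPR1* (Na_454_12995) passed the adjusted *P* but not the fold change, with log_2_-FC of 0.97 (adjusted *P* = 0.00213) and 0.51 (adjusted *P* = 0.000408). *NaTD* (Na_454_03285) had a log_2_-FC of 1.00 at an adjusted *P* of 0.0826. *NaTOC1* was lower in E_0_L_se_, by a log_2_-FC of −1.08 (adjusted *P* = 0.00337). The early flowering-like gene (Na_454_09170) was 3.25-fold lower by the fit, with a log_2_-FC of −0.48 at a normexp offset of 50. Oviposition by *S. exigua* before *M. sexta* feeding (E_se_L_ms_ relative to E_0_L_ms_) moved *NaACO2* by 1.02 (adjusted *P* = 0.0119), *NaNPR1* by 0.43, *SAMT* by 0.60 and *NaMKK1* by 0.39, the last pair not past the adjusted *P* (0.290 and 0.232). Oviposition by *M. sexta* before *S. exigua* feeding (E_ms_L_se_ relative to E_0_L_se_) moved *NaACO2* by −0.74 (adjusted *P* = 0.0775; −1.45 in E_ms_L_0_ relative to E_0_L_0_, adjusted *P* = 0.00527), *NaNPR1* by −0.37 (adjusted *P* = 0.0260), *SAMT* by −0.56 and *NaMKK1* by −0.20 (adjusted *P* = 0.403 and 0.652).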

Overall, we validated the expression patterns determined by the microarray analysis for all 17 genes by real-time qPCR (Supplementary Figs S4 and S5).

**Figure 5:**
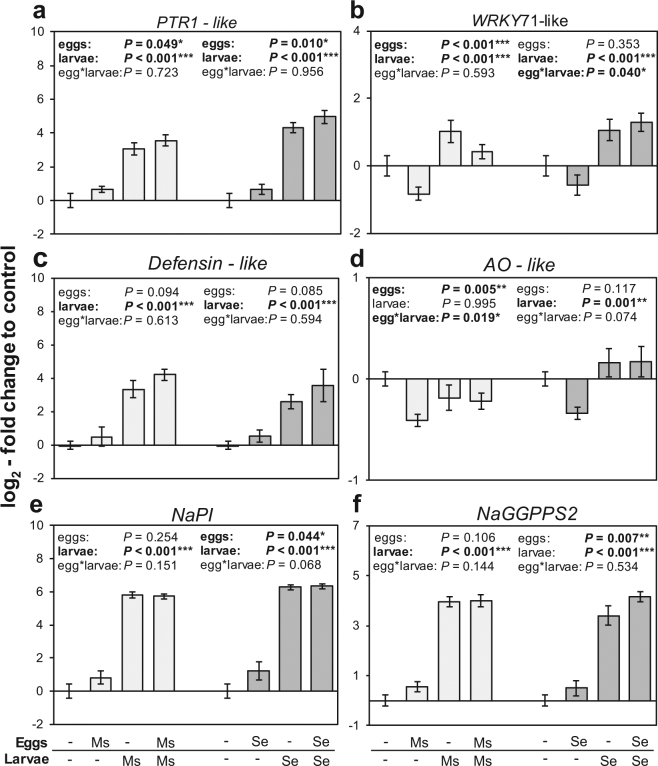
Effects of oviposition and feeding on expression of *N. attenuata* genes. Transcript accumulation (mean ± SEM, N = 9–10) of (**a**) *PTR1* homolog (oligo peptide transporter: Na_454_15271), (**b**) *WRKY* transcription factor (WRKY 71-like: Na_454_21846), (**c**) a defensin-like protein (Na_454_03111), (**d**) L-aspartate oxidase (*AO*: Na_454_00281), (**e**) trypsin protease inhibitor *NaPI* (Na_454_02256) and (**f**) geranylgeranyl diphosphate synthase *NaGGPPS2* (Na_454_01146) in *N. attenuata* plants in response to the oviposition by and later the feeding larvae of either *S. exigua* or *M. sexta*. Transcript accumulation relative to untreated plants was determined by real-time qPCR normalized to *β-actin* and *EF1α* as reference genes. Asterisks indicate significant differences at *P* < 0.05/0.005/0.001 according to linear mixed-effects models with oviposition and larvae of either *S. exigua* or *M. sexta* as fixed factors and replicate blocks as random factor.

**Figure 6:**
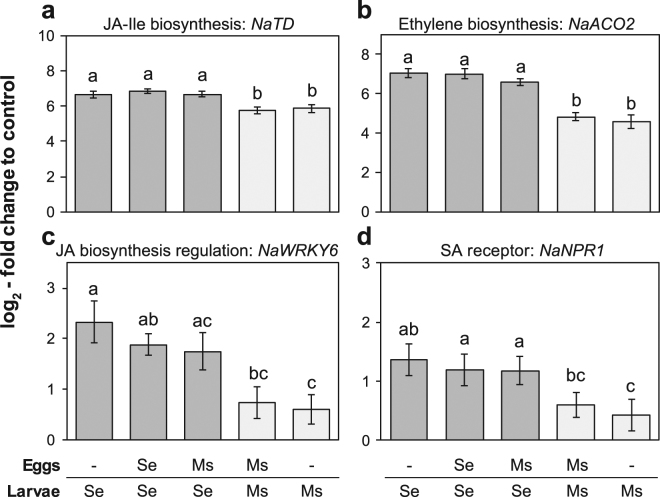
*N. attenuata* signalling genes differentially induced by larvae of *M. sexta* and *S. exigua*. Transcript accumulation (mean ± SEM) of selected genes known to be key regulators in different plant signalling pathways: (**a**) *threonine deaminase (NaTD:* Na_454_03285), (**b**) *aminocyclo-propanecarboxylate oxidase* (*NaACO2:* Na_454_06634), (**c**) transcription factor *WRKY*6 (Na_454_14052), (**d**) SA receptor (*NaNPR1:* Na_454_12995) in plants fed by either *S. exigua* (Se, dark bars) or *M. sexta* (Ms, light bars) larvae. The plants were previously oviposited by either of the two species or not (−). Transcript accumulation relative to untreated plants was determined by real-time qPCR and normalized to *β-actin* and *EF1α* as reference genes. Letters indicate significant differences at *P* < 0.05 according to linear mixed-effects models with the different herbivory treatments as fixed factors and replicate blocks as random factor followed by a Tukey post-hoc test (N = 9–10).

**Figure 7:**
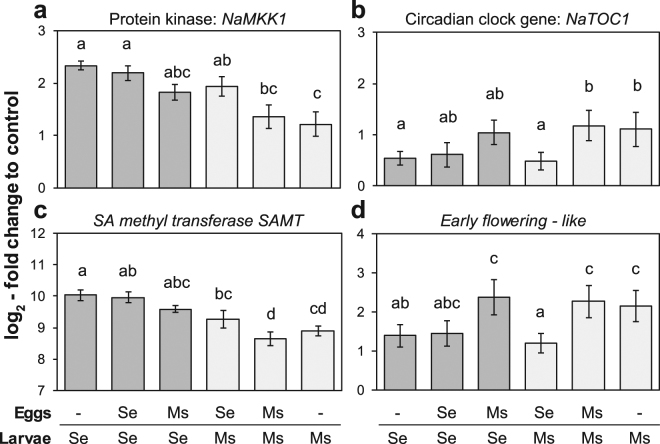
*N. attenuata* genes shifted by oviposition in their species-specific feeding-induced expression. In plants fed by either *S. exigua* (Se, dark bars) or *M. sexta* (Ms, light bars) larvae, transcript accumulation (mean ± SEM) of (**a**) the *mitogen-activated protein kinase kinase (NaMKK1:* Na_454_10210), (**b**) a *SA methyl transferase (SAMT:* Na_454_08320), (**c**) the circadian clock gene *timing of CAB expression (NaTOC1:* Na_454_09895), and (**d**) an *early flowering-like* gene (Na_454_09170) was determined by real-time qPCR and normalized to *EF1α* as reference gene and expressed relative to untreated control plants. Plants were previously oviposited by either of the two species or not (−) and letters indicate significant differences at *P* < 0.05 according to linear mixed-effects models with the different herbivory treatments as fixed factors and replicate block as random factor followed by a Tukey post-hoc test (N = 9–10).

Our analyses verified the up-regulation of the oligo peptide transporter *PTR1*-like in response to the oviposition by both species whereas up-regulation of a *defensin*-like protein by *M. sexta* oviposition was only indicated by trend (Fig. 5). Plants with *M. sexta* oviposition had significantly reduced transcript levels of a predicted *WRKY71* transcription factor and an L-aspartate oxidase gene (*AO*). While plants with *S. exigua* oviposition had increased transcript levels of the trypsin protease inhibitor gene *NaPI* and the geranylgeranyl diphosphate synthase gene *NaGGPPS2*.

Transcripts of *PTR1* and *defensin* also increased in response to larval feeding by both species, which tended to be stronger when the plants were previously oviposited by conspecifics. Though not statistically significant, this could point towards additive effects of oviposition and feeding. The increased transcript accumulation of the *NaPI* gene in response to *S. exigua* oviposition did also not result in increased *NaPI* transcripts after larval feeding compared to only feeding-damaged plants (Fig. 5e). In contrast, dual comparisons between feeding-induced plants revealed significantly increased transcripts of *NaGGPPS2* in *S. exigua*-oviposited compared to only feeding-induced plants (Fig. 5f). Transcript levels of the *WRKY71*-like transcription factor and the *AO* gene were similar in feeding-induced plants whether the plants were oviposited or not. But since these genes were down-regulated in only-oviposited plants, they show a significant interaction between oviposition and larval feeding by *S. exigua* and *M. sexta* respectively (Fig. 5b,d). In summary, 24 hours after onset of larval feeding, we could still determine some genes affected by the previous oviposition *per se* but we could not pin down the effect of prior oviposition by conspecific moths on feeding-induced gene expression.

We additionally analysed a set of well characterised *N. attenuata* genes that play a role in different plant signalling pathways related to herbivory. These genes are involved in the regulation of the JA pathway (*NaLOX3*, *NaTD*, *NaWRKY6*), biosynthesis of ethylene (*NaACO2*) and of SA signalling (*NaNPR1*). All of these genes were significantly induced by larval feeding but not by oviposition and oviposition did not affect the level of induction after feeding (Fig. 6). They all showed a higher transcript accumulation in response to *S. exigua* than to *M. sexta*, except for *NaLOX3*, which was not differently regulated between the two species (Supplementary Fig. S4).

As oviposition shifted the species-specific transcriptomic imprint of the larval feeding, we also verified such a transcriptional shift for a selected set of genes. Three of them, the *mitogen-activated protein kinase kinase NaMKK1*, the *SA methyl transferase SAMT* and the *1-aminocyclopropane-1-carboxylic acid oxidase NaACO2* were stronger upregulated in response to *S. exigua* feeding than in response to *M. sexta* feeding but showed an intermediate expression to feeding by both larvae when they were previously oviposited by the other species (Fig. 7, Supplementary Fig. S5, Supplementary Table S4). Three other genes, the circadian clock gene *timing of CAB expression NaTOC1*, an *early flowering-like* gene and a gene homologous to *Jumonji C-domain-containing proteins, JmjC30-like* showed a higher expression to *M. sexta* than to *S. exigua* feeding, which was switched when the plant was previously oviposited by the other species.

## Discussion

We examined whether the oviposition *per se* left imprints in the plant’s phytohomonal and transcriptional regulation in a systemic leaf. In line with previous studies^11,12^, we found no differences in phytohormone levels between oviposited and control plants. The transcript profile in plants oviposited by *S. exigua* did also not differ from that of control plants, but our microarray analysis revealed an imprint of *M. sexta* oviposition on *N. attenuata*’s transcriptome. 

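Of the genes called between E_ms_L_0_ and E_0_L_0_, 48 carry a description in the deposited annotation. Terms for transcription occurred in 9 of them (4 up, 5 down; 14.1% of the called genes against 3.41% of all genes; Fisher's exact test, two-sided *P* = 0.000311). Terms for ethylene occurred in 4 (1 up, 3 down; 6.25% against 0.470%; Fisher's exact test, two-sided *P* = 0.000241), and terms for auxin in 2, both up (3.13% against 0.546%; Fisher's exact test, two-sided *P* = 0.0479). Benjamini-Hochberg adjusted values over the 3 terms were 0.000466, 0.000466 and 0.0479. The search words were written after the descriptions had been read.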

Even a day after the end of the egg incubation time, expression of some genes was significantly altered and many of them were annotated to signalling and regulatory functions (e.g. transcription factors, hormone biosynthesis, see Supplementary Table S1). Moreover, about half of these genes were also altered in response to *M. sexta* feeding (see Supplementary Fig. S2). This is consistent with the idea that also subtle changes in gene regulation can be biologically relevant^44^.

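Among the genes called between E_ms_L_0_ and E_0_L_0_, 38 (59.4%) were also called in E_0_L_ms_ plants, 34 of them in the same direction, and 87.5% had the same sign there. Sharing the control arrays raises this share: in 20 simulations in which E_0_L_ms_ had no effect, 75.3% (72.2 to 80.5) had the same sign. The earlier form of the simulation, which took the mean of E_0_L_0_ and E_se_L_0_ as no effect, gave 82.7% (78.1 to 90.6). That range includes the measured share. Against the same control arrays, the share with the same sign was 59.4% in E_0_L_se_ and 98.4% in E_se_L_0_.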

We identified several genes responsive to oviposition by both *M. sexta* and *S. exigua* in our better replicated qPCR analysis (Fig. 5). Among them are genes involved in plant defence, for example *NaGGPPS* and *NaPI*^45,46^. These were induced by *S. exigua*- but not by *M. sexta*-oviposition. Interestingly, PI activity in response to larval feeding was also increased in *S. exigua*- but not in *M. sexta*-oviposited plants^11,12^. However, compared to the effect of larval feeding, oviposition only slightly induced *NaPI* expression and whether that could explain the priming of feeding-induced PI activity remains an open question.

Generally, it is not surprising that one day after egg-removal, systemic *N. attenuata* leaves did not display the large extent of changes in gene expression as described for the local leaves of *A. thaliana* 24–72 hours after oviposition by *Pieris* moths^34^. Even in local *A. thaliana* leaves, no transcriptional imprint was detected anymore, one day after egg-removal^41^. Yet, both plant species differ in their physiological response to insect oviposition. Other than *N. attenuata*, *A. thaliana* responds to oviposition with HR-like symptoms^34^ which can result in SAR against phytopathogenic bacteria^33,35^. Whereas oviposition by the specialist *P. brassicae* induces HR-like necrosis in many brassicaceous plants^17,21^, oviposition by the generalist *Mamestra brassicae* does not, nor does the latter affect larval performance^25^. However, in *N. attenuata*, oviposition by both a specialist and a generalist moth species prime feeding-induced defences and lower the performance of *S. exigua* larvae^11,12^. In line with that, all defence-related candidate genes that were affected by oviposition in our qPCR analysis showed similar tendencies for the oviposition by both moth species even if the effect was only significant for one of the two species.

As expected, *N. attenuata* exhibited diverging responses to the feeding larvae of both species. Larvae of *S. exigua* induced more SA than those of *M. sexta*, just as had been previously described^31^. Contrasting this earlier study^31^, *M. sexta* feeding also induced some SA and *S. exigua*-fed plants showed no lower JA induction but a greater JA-Ile/JA ratio than *M. sexta*-fed plants, which may even suggest a higher conversion of JA to the biologically active conjugate. However, in line with our results, a recent study^47^ also describes SA induction after *M. sexta* feeding and an equal JA-elicitation for *N. attenuata*’s response to *M. sexta* and *Spodoptera littoralis*. Consistent with our phytohormone analysis, transcripts of the Ile-biosynthesis gene *NaTD* as well as the SA-receptor *NaNPR1* were differentially activated by larval feeding of both species, whereas that of the JA-biosynthesis gene *NaLOX3* was not (Fig. 6, Supplementary Fig. S4). Thus, our results support that SA signalling plays a role in tuning *N. attenuata*’s species-specific response to larval feeding, but this tuning is not necessarily linked to JA-SA antagonism as had been suggested earlier^31^.

The distinguished species-specific response to the feeding larvae was reflected in the number of regulated genes as well as in PCA, regression and cluster analyses of the plant’s transcriptome (Figs 2–4). Our results match well with those of a study that pioneered *N. attenuata*’s species-specific transcriptional response to different herbivores^4^ using cDNA microarrays displaying only 240 genes with a bias for herbivory-related genes. 

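Among the 2029 genes that fell in E_0_L_se_ or E_0_L_ms_ plants, 74.2% were called in E_0_L_se_ alone, and among the 2772 genes that rose, 35.0% (Fisher's exact test, two-sided *P* = 1.45e-163, over genes, which are not independent).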

Like this earlier study^4^, our unbiased transcriptome microarray, showed that a large fraction of feeding-responsive genes was specifically regulated by feeding of the generalist *S. exigua* and this fraction was greater among down- than among up-regulated genes. In line with this, the shared transcriptional response to two generalist herbivores *Heliothis virescens* and *S. exigua* differentiating from the response to *M. sexta* is also dominated by down-regulated genes^4^. Differential plant responses to herbivores of the same feeding guild but different diet breadth are also apparent in other plant-insect interactions, which could be either adaptive for the plant or the result of host manipulation by insects^5–7,26^. Presumably, generalist herbivores are more likely to evolve mechanisms to suppress plant defences than specialists as they have to cope with diverse plant defences^7^. However, *S. exigua* feeding altered more than 2000 genes more than *M. sexta* feeding. 

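The number of regulated genes relative to E_0_L_0_ was higher by 2072 in E_0_L_se_ than in E_0_L_ms_ plants. With a normexp offset of 50, which lowered both counts most, it was 2039 in E_0_L_se_ and 1017 in E_0_L_ms_.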

Although, this was more pronounced for down-regulated genes, defence-related genes and signalling pathways were often stronger induced in response to the generalist (Figs 2–7) and the majority of genes down-regulated after herbivory are usually related to primary plant metabolism^48^. *N. attenuata* effectively defends itself against *S. exigua*^11,46,49^, whereas *M. sexta* is relatively tolerant to many of its direct defences^47,50^. Thus, it is more likely that the differential plant response is driven either by the specialist herbivore or the plant itself.

The distinct response of *N. attenuata* to both herbivores is likely due to the divergent composition of elicitors in their oral secretions^31^. The receptors recognizing these elicitors have not been identified so far but they presumably activate mitogen-activated protein (MAP) kinases, usually three in a cascade, that mediate the transduction of the signal. We found that one of the MAP kinases (*NaMKK1*) that are involved in the regulation of *N. attenuata*’s defence response to herbivory^51^, reflected the species-specific expression pattern (Fig. 7). Even though *NaMKK1* is not required for feeding-induced JA and ethylene production, it fine-tunes *N. attenuata*’s defence response^52^ and thus it may also be involved in adjusting the plant’s response to the attacking herbivore species.

To examine plant responses that may be associated with *N. attenuata*’s oviposition-primed defence response to larval feeding^11^, we compared only feeding-induced plants with plants that had been additionally oviposited by conspecific moths. Yet, we could not determine how insect oviposition on *N. attenuata* alters feeding-induced plant defence metabolites and the performance or immune state of *S. exigua* and *M. sexta* larvae, respectively^11,12^. The transcriptional responses between only feeding-induced plants and plants with prior oviposition by conspecifics correlated to 90%, which only emphasizes the high reproducibility of the herbivory treatments within our microarray analysis. However, despite their biological relevance, subtle changes in only few genes can be easily overlooked due to the large number of variables that are analysed with a very limited number of replicates^44^. For example, pre-treatments with phytopathogenic bacteria or egg extract that both have a negative impact on larval performance of *P. brassicae*, show just very subtle effects on the transcriptional response of *B. nigra* to larval feeding^42^.

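Between replicate arrays of a treatment, normalised log_2_ signals had correlations of 0.978 to 0.990 across genes (median 0.987, 27 pairs).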

That we could not determine signalling components which could explain these effects may be due to one or a combination of the following reasons: The regulation of the oviposition-priming of plant defence may (i) occur at different levels, e.g. post-transcriptionally, (ii) involve only few key components at an effect-size that is too small to be revealed in a low-replicated multi-variate approach, and (iii) occur at other time points after the onset of larval feeding. Priming of feeding-induced responses may result in an earlier, faster, stronger, more sensitive or even qualitatively different response on the molecular level^9^. In order to minimize variation between plant-replicates, that may be driven by random differences in the feeding behaviour of the larvae on a shorter time scale, we examined a time point at which the feeding-induced response on the transcriptional and phytohormonal level is well settled. However, thereby we may have missed the time point at which the plant defence priming by oviposition is regulated, for instance if it would cause an earlier or faster plant response just upon the larvae started feeding.

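A species index was computed per array from the 555 genes called between E_se_L_se_ and E_ms_L_ms_, 321 higher and 234 lower in E_se_L_se_, scaled to 0 at the mean of E_ms_L_ms_ and 1 at that of E_se_L_se_. Neither of these treatments is a cross-species one, but they differ in eggs as well as in larvae, so genes that respond to eggs can enter the index. Without larvae, *M. sexta* oviposition moved the index by −0.294 and *S. exigua* oviposition by −0.0422. The arrays of plants fed without oviposition, not used to choose the genes, lay at −0.0328 ± 0.0614 (E_0_L_ms_) and 1.02 ± 0.0117 (E_0_L_se_, mean ± SD, n = 3 each). E_ms_L_se_ arrays lay at 0.529 ± 0.195, between 0.317 and 0.701, and E_se_L_ms_ arrays at 0.542 ± 0.136, between 0.386 and 0.639. E_ms_L_se_ lay 0.495 below E_0_L_se_ and 0.562 above E_0_L_ms_, and E_se_L_ms_ 0.575 above E_0_L_ms_ and at −0.482 relative to E_0_L_se_, each beyond the pooled SD of 0.102 (exact permutation test, two-sided, *P* = 0.1 in each, the smallest possible). The position of E_ms_L_se_ moved most without its replicate 2, to 0.641; the 23 arrays of the first session alone, an alternative chosen after seeing the data, gave 0.437.

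**Figure D1:**
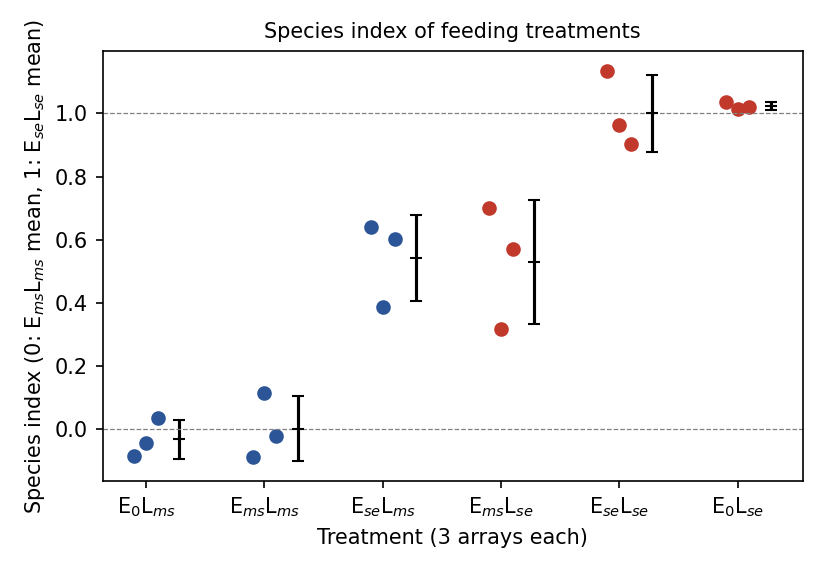
Species index of each array of the 6 feeding treatments, with mean and SD (n = 3 arrays per treatment). The index is 0 at the mean of E_ms_L_ms_ and 1 at the mean of E_se_L_se_.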

Opposite to prior oviposition by conspecifics, our results revealed that oviposition by one species altered the species-specific feeding response to larvae of the other species. In both cross-species treatments, the plant’s response to feeding larvae became intermediate in those characteristics that were specific for the larval feeding of both species. This was consistently apparent in all analyses of *N. attenuata*’s transcriptional response (PCA, cluster and regression analyses as well as the numbers and overlaps of significantly regulated genes) as well as in the phytohormone data for SA and JA-Ile/JA (Figs 2–4).

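The paper concludes that oviposition by the other species shifts the feeding response between those to the larvae of either species. It draws on intermediate positions, gene numbers, overlaps and correlations of E_ms_L_se_ and E_se_L_ms_ plants (Figs 2 and 4). It also draws on SA and JA-Ile/JA levels of E_ms_L_se_ plants (Fig. 3) and on real-time PCR of selected genes (Fig. 7). That PCR covered both cross-species treatments, with a replicate's treatments run on the same plate, and was not analysed here.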

The oviposition-dependent shift of the species-specific gene expression in response to larval feeding was further confirmed by qPCR on six selected genes. Half of them were higher expressed in response to *S. exigua* than to *M. sexta* and showed an intermediate expression in the cross-species treatments (Fig. 7, Supplementary Fig. S5). These genes (*ACO*, *SAMT*, *NaMKK1*) are related to signalling pathways that mediate plant defence. Again, as *NaMKK1* is fine-tuning *N. attenuata*’s defence response^52^, it may also play a role in the oviposition-mediated shift of the plant response to larval feeding. Three circadian clock genes were stronger expressed after *M. sexta*- than after *S. exigua*-feeding but showed the reversed pattern in the cross-species treatments. Two of them were also induced by *M. sexta* oviposition at levels comparable to feeding (Supplementary Table S1). 

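In E_0_L_ms_ plants, *NaTOC1* (Na_454_09895) rose by a log_2_-FC of 1.93 relative to E_0_L_0_ (adjusted *P* = 2.81e-06). The early flowering-like gene (Na_454_09170) was not well above background in E_0_L_0_. Its fitted fold was 2.64 in E_ms_L_0_ (adjusted *P* = 0.0590, between 0.0261 and 0.550 over the alternatives) and 3.89 in E_0_L_ms_. The fitted folds of this gene are no lower bounds, as they depend on the background correction. With a normexp offset of 50, its log_2_-FC was 0.33 in E_ms_L_0_ and 0.52 in E_0_L_ms_. In E_ms_L_se_ relative to E_0_L_se_, *NaTOC1* had a log_2_-FC of 1.01 (adjusted *P* = 0.0264) and the early flowering-like gene was 3.66-fold higher by the fit (adjusted *P* = 0.00522). In E_se_L_ms_ relative to E_0_L_ms_, *NaTOC1* fell by a log_2_-FC of 1.14 (adjusted *P* = 0.00786) and the early flowering-like gene was 2.77-fold lower by the fit (adjusted *P* = 0.0114).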

Previous studies suggested that diurnal regulation plays a role in orchestrating plant anti-herbivore defences^53,54^ and this may be the case for the oviposition-mediated responses we found in *N. attenuata* as well.

Attack by multiple herbivores modifies plant responses in a non-additive manner and consequently can strongly affect the outcome of plant-insect interactions^55^. Our study shows that such interactions between different insects can begin before actual herbivory occurs. That insect oviposition alters plant resistance to the ovipositing species is well-established today^56^ while the notion that also other biotic stressors can be affected is just emerging^12,35^.

Our study revealed that insect oviposition can shape the species-specificity of a plant’s response to feeding larvae. What are possible explanations of this surprising phenomenon? On the one hand, *N. attenuata* may prepare its feeding-induced response to defend most effectively against the herbivore that announced itself by its oviposition. On the other hand, herbivores may start to manipulate their host plant right upon oviposition. 

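On the species index, the shift of E_se_L_ms_ from E_0_L_ms_ and that of E_ms_L_se_ from E_0_L_se_ differed in size by 0.0803, less than the SE of this difference (0.118). Other measures were larger for E_se_L_ms_: its interaction on the index was 0.617, against −0.200 for E_ms_L_se_ (SE 0.118 each), and it differed from its fed counterpart in 400 genes, against 163. The order of these gene counts depended on single arrays. Without replicate 1 of E_ms_L_se_ its count was 415, and without replicate 1 of E_se_L_ms_ that of E_se_L_ms_ was 154. The interaction of oviposition and feeding was called for 49 genes in E_se_L_ms_ and for 0 in E_ms_L_se_ (limma, with 6641 and 3267 at an unadjusted *P* under 0.05). The E_se_L_ms_ arrays share their slide and session with no other treatment, so that none of these differences can be assigned to oviposition alone.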

The latter scenario may be more likely for the specialist, yet the shift of the species-specific plant response was more pronounced in response to the generalist’s oviposition. Despite its wide host plant range, *S. exigua* is a frequent herbivore in the native habitat of *N. attenuata*^49^ and as such it may exert considerable selection pressure on the plant. If the plant would benefit from rendering its response specific to the insect species, the effect that oviposition can determine this species-specificity connotes a novel mechanism of defence priming.

## Methods

### Plants and insects

Seeds of a *Nicotiana attenuata* Torr. ex Watson inbred line (15x) from a field collection were sterilized and smoke-germinated on agar plates and seedlings were transferred to potting soil and grown in 1.5 L pots in a greenhouse (24 °C (±10):15 °C; 16:8 h L:D) as described earlier^11^. *Manduca sexta* L. and *Spodoptera exigua* Hübner were cultured in a climate chamber (24 °C; 16:8 L:D). Insect cultures and the wheat germ based artificial diets of the larvae were described earlier^57^.

### Experimental procedure

We assigned 5-week-old early elongated experimental plants of equal size and elongation state to one of nine treatments for each of 12 biological replicate blocks (Fig. 1). In a 3 × 3 full-factorial experimental design, we examined the plant responses to oviposition and larval feeding by *M. sexta* and *S. exigua* and the interactive effects between them. The setup of the oviposition and larval feeding treatments were previously described in detail^58^. In brief, we exposed the second youngest source leaf (2 positions below the sink-source transition leaf) through slots in the side of a flight cage to *M. sexta* oviposition. As *S. exigua* does not accept this setup for oviposition, we exposed whole plants to oviposition by *S. exigua* for 12 h. *M. sexta*-oviposited plants received 2.2 ± 0.4 (mean ± SEM) and *S. exigua*-oviposited 37.7 ± 5.6 eggs (dispersed on one to four elder leaves). Within the range of the natural egg incubation time, 3 and 4 days after oviposition by *S. exigua* and *M. sexta* respectively, we removed the eggs of all plants without damaging the leaf surface either with a soft brush or a featherweight forceps.

Within 12 h after egg-removal, we applied either three *M. sexta* or 20 *S. exigua* neonates per plant to a standardised leaf position relative to the sink-source transition leaf. It was the next younger leaf above the *M. sexta*-oviposited leaf and the corresponding leaf position for control or *S. exigua*-oviposited plants. Due to the size difference of both species, these numbers of larvae inflict comparable amounts of damage. Larvae were kept on the leaf in vented clip cages and plants without herbivory treatments received empty clip cages at corresponding leaf positions. After 24 hours of larval feeding, the standardised leaf (either exposed to larvae or empty clip cages) was harvested from all plants, flash-frozen in liquid nitrogen and stored at −80 °C. Aliquots of the leaf material powdered using mortar and pestle under liquid nitrogen were weighed into separate tubes.

### Extraction and analysis of phytohormones

As previously described in more detail^59^, we extracted about 150 mg of the samples in 1 mL ethyl acetate spiked with deuterated internal standards of JA, JA-Ile, SA, ABA and re-eluted the dried extracts in 400 µL 70% methanol with 0.1% formic acid before analysis by UPLC-ESI-MS/MS (Synapt G2-S HDMS; Waters®, Milford, Massachusetts, USA). After separation on a C18-column (Acquinity UPLC BEH-C18) with water and methanol (both containing 0.1% formic acid) as eluents in gradient mode (250 μL min^−1^), phytohormones were quantified (negative ionization mode, parent/daughter ion selections for JA: 209/59, JA-Ile: 322/130, SA: 137/93, ABA: 263/153, D6-JA: 215/59, D6-JA-Ile: 328/130, D4-SA: 141/97, D6-ABA: 269/159) according to the peak areas of the respective fragment ions relative to that of the internal standards using MassLynx^TM^ (4.1, Waters).

### RNA extraction

We extracted total RNA from 100 mg leaf powder of all individual plants (including those of the E_se_L_ms_ treatment) with TRIzol® Reagent before the precipitated RNA (using 1.2 M sodium chloride and 0.8 M sodium citrate) was DNase digested using TURBO DNA-free™ (both Ambion^TM^, Thermo Fisher Scientific, Waltham, MA USA; http://www.thermofisher.com) according to the manufacturer’s instructions. After a clean-up of the RNA using NucleoSpin® RNA (Macherey-Nagel, Düren, Germany; http://www.mn-net.com/), we adjusted the RNA to 200 ng/µL based on photometric concentration measurements (μDrop™ Plate; Multiskan™ GO Microplate Spectrophotometer, Thermo Scientific).

### Microarray analysis

RNA of 3-4 plant replicates per treatment was pooled at equal proportions resulting in 3 biological replicates for each treatment on the microarray (performed by Oaklabs, http://www.oak-labs.com/). All samples had a RNA integrity index between 7.7 and 8.0 as determined with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA, http://www.agilent.com). Fluorescent cRNA was generated using the Low Input QuickAmp Labeling Kit (Agilent Technologies) and oligo-dT primers following the manufacturer’s protocol. Of the cyanine 3-CTP-labelled cRNA, 600 ng were hybridised using the Agilent Gene Expression Hybridisation Kit (Agilent Technologies) following the manufacturer’s protocol on the microarray at 65 °C for 17 h. After the microarray was washed twice, the fluorescence signals on microarrays were detected by the SureScan Microarray Scanner (Agilent Technologies) at a resolution of 3 micron per pixel. The 8 × 60 K microarray harboured the same 60-mer oligonucleotide probes as the Agilent 4 × 44 K microarray with the GEO accession no. GPL13527^60^ that was designed based on the *N. attenuata* transcriptome (BioProject PRJNA223344 at http://www.ncbi.nlm.nih.gov/). Although all RNA samples were processed at once, a first hybridisation on three arrays (24 samples) included only one cross-species treatment. The E_ms_L_se_ was chosen because oviposition by *M. sexta* affects larval performance of *S. exigua* but not *vice versa*^12^. The analysis revealed that, opposite to the effect of prior oviposition of the same species that later fed on the plants, prior exposure to *M. sexta* oviposition shifted the response to larval feeding by *S. exigua*. Therefore, a second analysis including the E_se_L_ms_ treatment was performed.

### Real-time qPCR analysis

To verify microarray results and to test the effects of oviposition and larval feeding on potentially regulated genes with a higher statistical power, we performed real-time qPCR on 9-10 individual plants of each treatment. The verification of the qPCR data was initially performed for 11 genes on the same 8 treatments used in the first microarray hybridisations and was then extended for 6 genes to all feeding-induced treatments including both cross-species treatments and control plants. We synthesized cDNA from the total RNA with the Reverse Transcriptase Core kit (Eurogentec, Seraing, Belgium, http://www.eurogentec.com) according to the manufacturer’s instructions. For each gene, 1 µL cDNA was used in 10 µL reactions of SYBR®Green I-based real-time PCR using a qPCR kit without ROX (Eurogentec) on a StratageneTM Mx3005P® instrument (Agilent Technologies). Real-time PCR was performed with gene-specific primers (see Supplementary Table S5) in triplicates with all treatments of a replicate on one 96 well plate. We inspected melting curves and used LinRegPCR (http://LinRegPCR.HFRC.nl) to determine amplification efficiencies and the relative quantities (RQ) of each gene^61^. The RQ of the genes of interest was normalised to the averaged RQ of two reference genes *β-actin* and *EF1α* (NRQ). Transcript accumulations were analysed on the log_2_-normalized NRQs and depicted relative to the mean of the control treatment.

### Data analysis

All statistics were performed in R version 3.2.3 with the packages *lme4, multcomp*, *psych* and *stats* (http://www.r-project.org). Phytohormone and qPCR data were checked for normality and variance homogeneity (*QQ*-plots and Bartlett’s test) before their statistical evaluation. To test for differences in phytohormone levels between oviposited and control plants and for differences among the five groups of plants exposed to larval feeding, we used either ANOVA followed by paired *t*-tests or Kruskal Wallis test followed by pairwise Wilcoxon rank sum tests. To evaluate the effect of the factors oviposition and larval feeding as well as their interaction within the 2 × 2 full-factorial priming experiments for each species separately we used linear mixed-effects models (LMMs) and included the replicate blocks as random factor. We also analysed transcript accumulations determined by qPCR with LMMs to evaluate differences between control and oviposited plants as well as those between plants of the different larval feeding treatments.

We used the *limma* package^62^ to analyse the microarray data. To reduce background noise, a detection limit was set at the 10% quantile of fluorescence signal intensity of each array. All structural spots, as well as oligos that were not above this detection limit in any of the arrays, were removed from further analysis. Subsequently, the expression levels were background-corrected using the *normexp* method^63^ and normalized between the arrays using quantile normalisation^64^. Principal component analysis was performed on normalised fluorescence signals using *prcomp* and visualised using *ggplot2*^65^. We performed hierarchical clustering using *hcust* and analysed gene expression using *lmFit*. Genes were assumed to be significantly regulated when they differed between treatments by a log_2_-fold change of at least 1 and at *P*-values of below 0.05 after correction for false discovery rate according to Benjamini-Hochberg. Genes of interest were functionally annotated according to NCBI nucleotide blast and blastx of the corresponding p454 sequences (BioProject PRJNA223344).

### Accession codes

The microarray data are available at NCBI Gene Expression Omnibus under accession GSE116273.

## Electronic supplementary material

Supplementary Information

## References

[1] Schaller, A. *Induced plant resistance to herbivory* (Springer, 2008).

[2] Karban R, Agrawal AA (2002). Herbivore offense. Annu. Rev. Ecol. Syst..

[3] Agrawal AA, Petschenka G, Bingham RA, Weber MG, Rasmann S (2012). Toxic cardenolides: Chemical ecology and coevolution of specialized plant-herbivore interactions. New Phytol..

[4] Voelckel C, Baldwin IT (2004). Generalist and specialist lepidopteran larvae elicit different transcriptional responses in *Nicotiana attenuata*, which correlate with larval FAC profiles. Ecol. Lett..

[5] Vogel Hea (2007). Different transcript patterns in response to specialist and generalist herbivores in the wild *Arabidopsis* relative *Boechera divaricarpa*. PLoS. ONE.

[6] Zong N, Wang C-Z (2007). Larval feeding induced defensive responses in tobacco: comparison of two sibling species of *Helicoverpa* with different diet breadths. Planta.

[7] Ali JG, Agrawal AA (2012). Specialist versus generalist insect herbivores and plant defense. Trends Plant Sci..

[8] Conrath U, Beckers GJM, Langenbach CJG, Jaskiewicz MR (2015). Priming for enhanced defense. Annu. Rev. Phytopath..

[9] Hilker M (2016). Priming and memory of stress responses in organisms lacking a nervous system. Biol. Rev..

[10] Heil M, Kost C (2006). Priming of indirect defences. Ecol. Lett..

[11] Bandoly M, Hilker M, Steppuhn A (2015). Oviposition by *Spodoptera exigua* on *Nicotiana attenuata* primes induced plant defense against larval herbivory. Plant J..

[12] Bandoly M, Grichnik R, Hilker M, Steppuhn A (2016). Priming of anti-herbivore defence in *Nicotiana attenuata* by insect oviposition: Herbivore specific effects. Plant Cell Environ..

[13] Kim J, Tooker JF, Luthe DS, De Moraes CM, Felton GW (2012). Insect eggs can enhance wound response in plants: A study system of tomato *Solanum lycopersicum* L. and *Helicoverpa zea* Boddie. PLoS. ONE.

[14] Austel N, Eilers EJ, Meiners T, Hilker M (2016). Elm leaves “warned” by insect egg deposition reduce survival of hatching larvae by a shift in their quantitative leaf metabolite pattern. Plant Cell Environ..

[15] Beyaert I (2012). Can insect egg deposition ‘warn’ a plant of future feeding damage by herbivorous larvae?. Proc. R. Soc. B.

[16] Geiselhardt S (2013). Egg laying of cabbage white butterfly (*Pieris brassicae*) on *Arabidopsis thaliana* affects subsequent performance of the larvae. PLoS. ONE.

[17] Pashalidou FG, Fatouros NE, van Loon JJA, Dicke M, Gols R (2015). Plant-mediated effects of butterfly egg deposition on subsequent caterpillar and pupal development, across different species of wild Brassicaceae. Ecol. Entomol..

[18] Bittner N, Trauer-Kizilelma U, Hilker M (2017). Early plant defence against insect attack: involvement of reactive oxygen species in plant responses to insect egg deposition. Planta.

[19] Desurmont GA, Weston PA (2011). Aggregative oviposition of a phytophagous beetle overcomes egg-crushing plant defences. Ecol. Entomol..

[20] Doss RP (2000). Bruchins: Insect-derived plant regulators that stimulate neoplasm formation. Proc. Natl. Acad. Sci. USA.

[21] Fatouros, N. E. *et al*. Synergistic effects of direct and indirect defences on herbivore egg survival in a wild crucifer. *Proc. R. Soc. B***281**, 10.1098/rspb.2014.1254 (2014).10.1098/rspb.2014.1254PMC410052425009068

[22] Geuss D, Stelzer S, Lortzing T, Steppuhn A (2017). *Solanum dulcamara*’s response to eggs of an insect herbivore comprises ovicidal hydrogen peroxide production. Plant Cell Environ..

[23] Petzold-Maxwell J, Wong S, Arellano C, Gould F (2011). Host plant direct defence against eggs of its specialist herbivore. Heliothis subflexa. Ecol. Entomol..

[24] Seino Y, Suzuki Y, Sogawa K (1996). An ovicidal substance produced by rice plants in response to oviposition by the whitebacked planthopper, *Sogatella furcifera* (HORVATH) (Homoptera: Delphacidae). Appl. Entomol. Zool..

[25] Pashalidou FG, Lucas-Barbosa D, van Loon JJA, Dicke M, Fatouros NE (2013). Phenotypic plasticity of plant response to herbivore eggs: effects on resistance to caterpillars and plant development. Ecology.

[26] Appel HM (2014). Transcriptional responses of *Arabidopsis thaliana* to chewing and sucking insect herbivores. Frontiers in Plant Science.

[27] Pieterse CMJ, Van der Does D, Zamioudis C, Leon-Reyes A, Van Wees SCM (2012). Hormonal modulation of plant immunity. Annu. Rev. Cell Develop. Biol..

[28] Bonaventure G (2012). Perception of insect feeding by plants. Plant Biol..

[29] Heil M (2009). Damaged-self recognition in plant herbivore defence. Trends Plant Sci..

[30] Schmelz EA, Engelberth J, Alborn HT, Tumlinson JH, Teal PEA (2009). Phytohormone-based activity mapping of insect herbivore-produced elicitors. Proc. Natl. Acad. Sci. USA.

[31] Diezel C, von Dahl CC, Gaquerel E, Baldwin IT (2009). Different lepidopteran elicitors account for cross-talk in herbivory-induced phytohormone signaling. Plant Physiol..

[32] Reymond P (2013). Perception, signaling and molecular basis of oviposition-mediated plant responses. Planta.

[33] Bruessow F, Gouhier-Darimont C, Buchala A, Metraux JP, Reymond P (2010). Insect eggs suppress plant defence against chewing herbivores. Plant J..

[34] Little D, Gouhier-Darimont C, Bruessow F, Reymond P (2007). Oviposition by pierid butterflies triggers defense responses in. Arabidopsis. Plant Physiol..

[35] Hilfiker O (2014). Insect eggs induce a systemic acquired resistance in *Arabidopsis*. Plant J..

[36] Ament K, Kant MR, Sabelis MW, Haring MA, Schuurink RC (2004). Jasmonic acid is a key regulator of spider mite-induced volatile terpenoid and methyl salicylate emission in tomato. Plant Physiol..

[37] Buchel, K. *et al*. An elm EST database for identifying leaf beetle egg-induced defense genes. *BMC Genomics***13**, 10.1186/1471-2164-13-242 (2012).10.1186/1471-2164-13-242PMC343925422702658

[38] De Puysseleyr V, Hofte M, De Clercq P (2011). Ovipositing *Orius laevigatus* increase tomato resistance against *Frankliniella occidentalis* feeding by inducing the wound response. Arthropod Plant Interact..

[39] Hilker M, Kobs C, Varama M, Schrank K (2002). Insect egg deposition induces *Pinus sylvestris* to attract egg parasitoids. J. Exp. Biol..

[40] Meiners T, Westerhaus C, Hilker M (2000). Specificity of chemical cues used by a specialist egg parasitoid during host location. Entomol. Exp. Appl..

[41] Firtzlaff V, Oberländer J, Geiselhardt S, Hilker M, Kunze R (2016). Pre-exposure of *Arabidopsis* to the abiotic or biotic environmental stimuli ‘chilling’ or ‘insect eggs’ exhibits different transcriptomic responses to herbivory. Sci. Rep..

[42] Bonnet C (2017). Combined biotic stresses trigger similar transcriptomic responses but contrasting resistance against a chewing herbivore in *Brassica nigra*. BMC Plant Biol..

[43] Kaur H, Heinzel N, Schottner M, Baldwin IT, Galis I (2010). R2R3-NaMYB8 regulates the accumulation of phenylpropanoid-polyamine conjugates, which are essential for local and systemic defense against insect herbivores in *Nicotiana attenuata*. Plant Physiol..

[44] Sanchez DH, Szymanski J, Erban A, Udvardi MK, Kopka J (2010). Mining for robust transcriptional and metabolic responses to long-term salt stress: a case study on the model legume *Lotus japonicus*. Plant Cell Environ..

[45] Jassbi AR, Gase K, Hettenhausen C, Schmidt A, Baldwin IT (2008). Silencing geranylgeranyl diphosphate synthase in *Nicotiana attenuata* dramatically impairs resistance to tobacco hornworm. Plant Physiol..

[46] Steppuhn A, Baldwin IT (2007). Resistance management in a native plant: nicotine prevents herbivores from compensating for plant protease inhibitors. Ecol. Lett..

[47] Xu S, Zhou W, Pottinger S, Baldwin IT (2015). Herbivore associated elicitor-induced defences are highly specific among closely related *Nicotiana* species. BMC Plant Biol..

[48] Lortzing T (2017). Transcriptomic responses of *Solanum dulcamara* to natural and simulated herbivory. Mol. Ecol. Resour..

[49] Steppuhn A, Gase K, Krock B, Halitschke R, Baldwin IT (2004). Nicotine’s defensive function in nature. PLoS. Biol..

[50] Wink M, Theile V (2002). Alkaloid tolerance in *Manduca sexta* and phylogenetically related sphingids (Lepidoptera: Sphingidae). Chemoecology.

[51] Hettenhausen C, Schuman MC, Wu JQ (2015). MAPK signaling: A key element in plant defense response to insects. Insect Sci..

[52] Heinrich M, Baldwin IT, Wu JQ (2011). Two mitogen-activated protein kinase kinases, MKK1 and MEK2, are involved in wounding- and specialist lepidopteran herbivore *Manduca sexta*-induced responses in *Nicotiana attenuata*. J. Exp. Bot..

[53] Goodspeed D, Chehab EW, Min-Venditti A, Braam J, Covington MF (2012). *Arabidopsis* synchronizes jasmonate-mediated defense with insect circadian behavior. Proc. Natl. Acad. Sci. USA.

[54] Kim SG, Yon F, Gaquerel E, Gulati J, Baldwin IT (2011). Tissue specific diurnal rhythms of metabolites and their regulation during herbivore attack in a native tobacco. Nicotiana attenuata. PLoS. ONE.

[55] Stam JM (2014). Plant Interactions with Multiple Insect Herbivores: From Community to Genes. Annu. Rev. Plant Biol..

[56] Hilker M, Fatouros NE (2015). Plant responses to insect egg deposition. Annu. Rev. Entomol..

[57] Trauer U, Hilker M (2013). Parental legacy in insects: variation of transgenerational immune priming during offspring development. PLoS. ONE.

[58] Bandoly M, Steppuhn A (2016). Bioassays to investigate the effects of insect oviposition on a plant’s resistance to herbivores. BioProtocol.

[59] Nguyen D (2016). Drought and flooding have distinct effects on herbivore-induced responses and resistance in *Solanum dulcamara*. Plant, Cell & Environ..

[60] Gulati J, Kim S-G, Baldwin IT, Gaquerel E (2013). Deciphering herbivory-induced gene-to-metabolite dynamics in *Nicotiana attenuata* tissues using a multifactorial approach. Plant Physiol..

[61] Ruijter, J. M. *et al*. Amplification efficiency: linking baseline and bias in the analysis of quantitative PCR data. *Nucleic Acids Research***37**, 10.1093/nar/gkp045 (2009).10.1093/nar/gkp045PMC266523019237396

[62] Ritchie ME (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[63] Ritchie ME (2007). A comparison of background correction methods for two-colour microarrays. Bioinformatics.

[64] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[65] Wickham, H. *ggplot2 Elegant graphics for data analysis* (Springer, 2009).

How the deposited data were processed for this re-analysis (not part of the article)

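Leaf transcripts of *N. attenuata* were measured in 9 treatments, the combinations of oviposition (none, *M. sexta*, *S. exigua*) and feeding (none, *M. sexta*, *S. exigua*), with 3 arrays per treatment and RNA of 3 to 4 plants pooled per array. For each of the 27 arrays, the authors labelled cRNA with 1 dye, hybridised it to an Agilent array and read the scan with Feature Extraction; these deposited files hold the intensity of each of 62976 features, its local background and flags, not normalised between arrays. The authors also deposited a series matrix of log_2_ values (binary logarithm), which they had corrected with normexp and quantile-normalised over all features, control spots included.

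The values reported were computed from the mean intensity of each spot and its median background. The 1319 control spots were removed, leaving 61657 spots of 43533 probes. Probes above the 10% quantile of intensity on at least 1 array were kept, following the paper's rule for dim probes. Background was corrected with normexp at an offset of 0, and arrays were quantile-normalised. Spots flagged as outliers on an array were set to missing, and log_2_ values of spots with the same probe were averaged. Probes without a value on every array were dropped, which left 43440. The paper does not name this last filter. Limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) fitted 1 mean per treatment to all arrays, with 18 residual and 2.56 prior degrees of freedom. Benjamini-Hochberg adjustment was made over the genes of each comparison. Genes with an adjusted *P* below 0.05 and a log_2_-FC of at least 1 in size were counted as regulated. The offset, the signal column, the scaling in the principal component analysis and the linkage are not stated in the paper.

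Each treatment was compared with E_0_L_0_, E_0_L_se_ with E_0_L_ms_, each oviposited and fed treatment with its fed counterpart, and the cross-species treatments with both fed treatments. Interactions compare the effect of oviposition in fed plants with that in unfed plants. Overlaps count genes regulated in the same direction. R2 is the squared Pearson correlation of log_2_-FC over all kept genes. The principal component analysis used centred and scaled genes, and clustering used complete linkage on 1 minus the correlation of log_2_-FC. The species index is the mean of the genes higher in E_se_L_se_ than in E_ms_L_ms_ minus the mean of those lower, scaled to these treatments. Positions and indices of single arrays were compared with exact permutation tests, two-sided, whose smallest *P* with 3 arrays per treatment is 0.1. The spread of R2 and of percentages is a jackknife SE over arrays left out in turn.

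Named genes are those that the paper names with an identifier, whatever their values, and, for E_ms_L_0_ against E_0_L_0_ and E_0_L_se_ against E_0_L_ms_, the gene with the largest rise and the one with the largest fall among genes that were called, well above background on all arrays of both treatments, saturated on none and without overlap between their arrays. This rule and the alternatives, apart from those named as chosen after seeing the data, were set before the data were examined. For folds against a treatment not well above background, each of its arrays was set to at least the lowest signal of any probe well above background on it. For the named genes that level was never above the gene's own signal. Each such fold therefore equals the fitted one, changes with the normexp offset and is no lower bound.

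On each array, 41429 to 46800 spots were well above background. The signal over background limits what can be said of dim probes, and the number of arrays, 3 per treatment, limits the precision of all others. The steps were tested on simulated data: of 200 genes changed by a log_2_-FC of 2 between E_ms_L_0_ and E_0_L_0_, 97.5% were called (100% of the bright and 94.3% of the dim ones), with 4 false calls among 43297 genes.

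The alternatives were normexp offsets of 16 and 50, the median signal, no background correction, the scanner's background-subtracted signal scaled to the 75th percentile, normexp with the 75th percentile, normexp on all spots before filtering, no filter on dim probes, only probes well above background on at least 3 arrays, the authors' series matrix, limma's trend and robust options, only the treatments compared in the fit, slide as a fixed or a random block, the replicate number as a block, no fold change threshold, the 24 arrays that the paper places in the first hybridisation, R2 from regulated genes or with different control arrays, no scaling in the principal component analysis, average linkage, Euclidean distance, 1000 genes in the index, and each array left out in turn. The 23 arrays of the first scanning session and a loess correction for the GC content of probes were added after seeing the data. Counts of genes were set against other splits of the same arrays: all 10 splits for 3 arrays against 3, and 100 drawn ones for interactions, in which oviposition labels were exchanged within fed and within unfed plants. A drawn split can keep the real labels of fed or of unfed plants, so the drawn ones are no null for an interaction. No array was left out of the values reported. Real-time PCR and phytohormone measurements were not analysed here.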

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

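The tests with slide as a random block, of the interaction of *S. exigua* oviposition and *M. sexta* feeding, and the correction for GC content were chosen only after the result was seen.

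The effect of *S. exigua* oviposition differed between *M. sexta*-fed and unfed plants in 49 genes, 25 higher and 24 lower, by limma's test of the difference itself, with 6641 genes at an unadjusted *P* under 0.05. The correction for the GC content of probes was small (root mean square 0.0270 log_2_) and left 59 genes, which argues against a trend with GC content as the whole cause. The hybridisation session stays open: E_se_L_ms_ arrays share their slide and session with no other treatment, so that session and treatment cannot be told apart, and with slide as a random block 17 genes were called. Of 100 splits drawn, 7 gave a count as large, the real split included, and the largest other split gave 588. That split exchanged only arrays of unfed plants and so kept the real difference between fed plants. Such splits are no null for the interaction. They therefore do not decide whether an arbitrary split of the arrays could give a count of this size. The number ranged from 9 without replicate 2 of E_0_L_ms_ to 247 without replicate 1 of E_0_L_0_. The biological explanation, that *S. exigua* eggs change the response to *M. sexta* larvae, remains open and was not tested apart from the session.

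The effect of *M. sexta* oviposition differed between *M. sexta*-fed and unfed plants in 1 gene, Na_454_08203, by the same test of the difference. Its rise after oviposition was seen in unfed plants and not in *M. sexta*-fed ones. In 25 of 100 splits drawn the count was as large, the real split included. A drawn split can keep the real labels of fed or of unfed plants. The splits therefore do not decide whether an arbitrary split of the arrays is its cause. Leaving out replicate 3 of E_ms_L_0_ gave 16 genes, and 8 other arrays each left out in turn gave 0 genes in limma, with 2438 to 4316 at an unadjusted *P* under 0.05. With slide as a fixed or as a random block and after the correction for GC content, 1 gene was called as well; whether it was the same gene was not determined. No biological explanation was tested for this gene.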

How the results depend on the processing

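The 23 arrays of the first session and the correction for GC content were chosen only after the result was seen. Overlap refers to the genes regulated in E0Lms (Ms) and E0Lse (Se), a share to genes regulated in the same direction, and the position on PC2 to the scale from E0Lms (0) to E0Lse (1). PC2 is the second component of each setting, not matched to that of the reported one, so a moved position can reflect another axis. A count is given below where it moved by more than 1.5 times, and another value where it moved by more than its spread or changed sign. For these the cause was not tested, except that dropping the fold change threshold admits more genes by its construction, fits of the treatments compared use fewer arrays, and different control arrays remove the arrays that 2 treatments share. Different control arrays also leave fewer of them for each treatment.

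With a normexp offset of 16, 6 of 23 counts stayed within 1.5 times the reported ones (2 higher and 16 lower in all), 7 of 18 other values moved by less than their spread, and 59 of 61 comparisons of named genes kept their direction and side of the threshold. Those that moved were 39 for regulated genes EmsL0 vs E0L0, 1443 for regulated genes E0Lms vs E0L0, 2860 for regulated genes E0Lse vs E0L0, 1568 for regulated genes EmsLms vs E0L0 and 2773 for regulated genes EseLse vs E0L0. Further ones were 2400 for regulated genes EmsLse vs E0L0, 2212 for regulated genes EseLms vs E0L0, 665 for regulated genes E0Lse vs E0Lms, 76 for regulated genes EmsLse vs E0Lse and 132 for regulated genes EseLms vs E0Lms. Further ones were 97 for regulated genes EmsLse vs E0Lms, 172 for regulated genes EseLms vs E0Lse, 3 for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0), 3037 for overlap union and 1266 for overlap shared. Further ones were 177 for overlap Ms only, 1594 for overlap Se only, 95.6 for share of E0Lms genes also in EmsLse, 87.7 for share of E0Lms genes also in E0Lse and 0.962 for R2 E0Lms EmsLms. Further ones were 0.831 for R2 E0Lms EseLms, 0.905 for R2 E0Lms EmsLse, 0.772 for R2 E0Lms E0Lse, 0.863 for R2 EseLms E0Lse and 0.887 for R2 EmsLse E0Lse. Further ones were 0.968 for R2 EseLse E0Lse, −0.103 for species index E0Lms and 1.095 for species index E0Lse.

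With a normexp offset of 50, 7 of 23 counts stayed within 1.5 times the reported ones (0 higher and 17 lower in all), 7 of 18 other values moved by less than their spread, and 58 of 61 comparisons of named genes kept their direction and side of the threshold. Moved ones were 20 for regulated genes EmsL0 vs E0L0, 1017 for regulated genes E0Lms vs E0L0, 2039 for regulated genes E0Lse vs E0L0, 1093 for regulated genes EmsLms vs E0L0 and 1933 for regulated genes EseLse vs E0L0. Further ones were 1667 for regulated genes EmsLse vs E0L0, 1487 for regulated genes EseLms vs E0L0, 432 for regulated genes E0Lse vs E0Lms, 35 for regulated genes EmsLse vs E0Lse and 73 for regulated genes EseLms vs E0Lms. Further ones were 57 for regulated genes EmsLse vs E0Lms, 93 for regulated genes EseLms vs E0Lse, 2154 for overlap union, 902 for overlap shared and 115 for overlap Ms only. Further ones were 1137 for overlap Se only, 96.7 for share of E0Lms genes also in EmsLse, 88.7 for share of E0Lms genes also in E0Lse, 0.976 for R2 E0Lms EmsLms and 0.851 for R2 E0Lms EseLms. Further ones were 0.919 for R2 E0Lms EmsLse, 0.788 for R2 E0Lms E0Lse, 0.8896 for R2 EseLms E0Lse, 0.901 for R2 EmsLse E0Lse and 0.978 for R2 EseLse E0Lse. Further ones were −0.0991 for species index E0Lms and 1.098 for species index E0Lse.

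For the median signal, 23 of 23 counts stayed within 1.5 times the reported ones (1 higher and 16 lower in all), 18 of 18 other values moved by less than their spread, and 60 of 61 comparisons of named genes kept their direction and side of the threshold. The value that moved was 0.0813 for log2 fold change Na_454_00281 EmsL0 vs E0L0.

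Without background correction, 6 of 23 counts stayed within 1.5 times the reported ones (2 higher and 16 lower in all), 7 of 18 other values moved by less than their spread, and 57 of 61 comparisons of named genes kept their direction and side of the threshold. Past these limits lay 34 for regulated genes EmsL0 vs E0L0, 1373 for regulated genes E0Lms vs E0L0, 2767 for regulated genes E0Lse vs E0L0, 1514 for regulated genes EmsLms vs E0L0 and 2661 for regulated genes EseLse vs E0L0. Further ones were 2311 for regulated genes EmsLse vs E0L0, 2114 for regulated genes EseLms vs E0L0, 634 for regulated genes E0Lse vs E0Lms, 70 for regulated genes EmsLse vs E0Lse and 121 for regulated genes EseLms vs E0Lms. Further ones were 93 for regulated genes EmsLse vs E0Lms, 164 for regulated genes EseLms vs E0Lse, 2 for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0), 2925 for overlap union and 1215 for overlap shared. Further ones were 158 for overlap Ms only, 1552 for overlap Se only, 96.4 for share of E0Lms genes also in EmsLse, 88.5 for share of E0Lms genes also in E0Lse and 0.961 for R2 E0Lms EmsLms. Further ones were 0.828 for R2 E0Lms EseLms, 0.904 for R2 E0Lms EmsLse, 0.773 for R2 E0Lms E0Lse, 0.867 for R2 EseLms E0Lse and 0.888 for R2 EmsLse E0Lse. Further ones were 0.969 for R2 EseLse E0Lse, −0.104 for species index E0Lms and 1.096 for species index E0Lse.

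With the scanner's background-subtracted signal scaled to the 75th percentile, 13 of 23 counts stayed within 1.5 times the reported ones (20 higher and 0 lower in all), 11 of 18 other values moved by less than their spread, and 57 of 61 comparisons of named genes kept their direction and side of the threshold. Those that moved were 7281 for regulated genes EseLms vs E0L0, 1959 for regulated genes E0Lse vs E0Lms, 1 for regulated genes EmsLms vs E0Lms, 363 for regulated genes EmsLse vs E0Lse and 1465 for regulated genes EseLms vs E0Lms. Further ones were 269 for regulated genes EmsLse vs E0Lms, 1711 for regulated genes EseLms vs E0Lse, 2 for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0), 2 for interaction genes (EmsLse - E0Lse) - (EmsL0 - E0L0) and 754 for overlap Ms only. Further ones were 85.9 for share of E0Lms genes also in EmsLse, 76.9 for share of E0Lms genes also in E0Lse, 0.697 for R2 E0Lms E0Lse, 0.745 for R2 EseLms E0Lse and −5.32 for PCA position of EmsLse on PC2. Further ones were 11.3 for PCA position of EseLms on PC2, 0.977 for species index E0Lse, 0.0646 for log2 fold change Na_454_15271 EmsL0 vs E0L0 and 0.0367 for log2 fold change Na_454_15271 EseL0 vs E0L0.

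After normexp and the 75th percentile, 21 of 23 counts stayed within 1.5 times the reported ones (4 higher and 13 lower in all), 13 of 18 other values moved by less than their spread, and 61 of 61 comparisons of named genes kept their direction and side of the threshold. Moved ones were 886 for regulated genes EseLms vs E0Lms, 925 for regulated genes EseLms vs E0Lse, 0.716 for R2 E0Lms EseLms, 0.734 for R2 EseLms E0Lse and 2.32 for PCA position of EmsLse on PC2. Further ones were −5.31 for PCA position of EseLms on PC2 and 1.06 for species index E0Lse.

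Keeping only probes well above background on at least 3 arrays gave the following: 20 of 23 counts stayed within 1.5 times the reported ones (18 higher and 0 lower in all), 12 of 18 other values moved by less than their spread, and 59 of 61 comparisons of named genes kept their direction and side of the threshold. Beyond these limits were 1 for regulated genes EseL0 vs E0L0, 294 for regulated genes EmsLse vs E0Lse, 109 for interaction genes (EseLms - E0Lms) - (EseL0 - E0L0), 0.931 for R2 E0Lms EmsLms and 0.793 for R2 E0Lms EseLms. Further ones were 0.873 for R2 E0Lms EmsLse, 0.739 for R2 E0Lms E0Lse, 0.816 for R2 EseLms E0Lse and 0.944 for R2 EseLse E0Lse.

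With the authors' series matrix, 23 of 23 counts stayed within 1.5 times the reported ones (0 higher and 17 lower in all), 18 of 18 other values moved by less than their spread, and 60 of 61 comparisons of named genes kept their direction and side of the threshold. The value that moved was 0.0721 for log2 fold change Na_454_00281 EmsL0 vs E0L0.

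With limma's trend and robust options, 21 of 23 counts stayed within 1.5 times the reported ones (18 higher and 0 lower in all), 5 of 5 other values moved by less than their spread, and 60 of 61 comparisons of named genes kept their direction and side of the threshold. Those that moved were 2 for interaction genes (EmsLse - E0Lse) - (EmsL0 - E0L0) and 121 for interaction genes (EseLms - E0Lms) - (EseL0 - E0L0).

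In fits of only the treatments compared, 17 of 23 counts stayed within 1.5 times the reported ones (0 higher and 18 lower in all), 3 of 5 other values moved by less than their spread, and 54 of 61 comparisons of named genes kept their direction and side of the threshold. Moved ones were 0 in limma (3159 at an unadjusted *P* under 0.05) for regulated genes EmsL0 vs E0L0, 0 in limma (6640 at an unadjusted *P* under 0.05) for regulated genes EmsLse vs E0Lse, 192 for regulated genes EseLms vs E0Lms, 0 in limma (6008 at an unadjusted *P* under 0.05) for regulated genes EmsLse vs E0Lms and 0 in limma (3089 at an unadjusted *P* under 0.05) for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0). Further ones were 5 for interaction genes (EseLms - E0Lms) - (EseL0 - E0L0), 92.7 for share of E0Lms genes also in EmsLse and 85.7 for share of E0Lms genes also in E0Lse.

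With slide as a fixed block, 17 of 19 counts stayed within 1.5 times the reported ones (8 higher and 5 lower in all), 3 of 4 other values moved by less than their spread, and 56 of 61 comparisons of named genes kept their direction and side of the threshold. Beyond these limits were 81 for regulated genes EmsLse vs E0Lse, 32 for regulated genes EmsLse vs E0Lms, 87.7 for share of E0Lms genes also in EmsLse and 0.14 for log2 fold change Na_454_01146 E0Lse vs E0Lms. The block leaves no value for EseLms, whose slide holds no other treatment. It takes out replicate 1 of EmsLse, which was scanned apart and so counts as a slide of its own.

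Taking slide as a random block, 22 of 23 counts stayed within 1.5 times the reported ones (6 higher and 11 lower in all), 5 of 5 other values moved by less than their spread, and 61 of 61 comparisons of named genes kept their direction and side of the threshold. The value that moved was 17 for interaction genes (EseLms - E0Lms) - (EseL0 - E0L0).

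With the replicate number as a block, 21 of 23 counts stayed within 1.5 times the reported ones (10 higher and 8 lower in all), 5 of 5 other values moved by less than their spread, and 59 of 61 comparisons of named genes kept their direction and side of the threshold. Those that moved were 4 for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0) and 1 for interaction genes (EmsLse - E0Lse) - (EmsL0 - E0L0). Residuals of arrays with the same replicate number had a mean correlation of 0.0114 and those with different numbers one of −0.00574, so the numbers do not pair the arrays.

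With no fold change threshold, 6 of 23 counts stayed within 1.5 times the reported ones (17 higher and 0 lower in all), and 1 of 5 other values moved by less than their spread. Moved ones were 239 for regulated genes EmsL0 vs E0L0, 10636 for regulated genes E0Lms vs E0L0, 15039 for regulated genes E0Lse vs E0L0, 10827 for regulated genes EmsLms vs E0L0 and 15497 for regulated genes EseLse vs E0L0. Further ones were 15137 for regulated genes EmsLse vs E0L0, 15366 for regulated genes EseLms vs E0L0, 7222 for regulated genes E0Lse vs E0Lms, 1416 for regulated genes EmsLse vs E0Lse and 4059 for regulated genes EseLms vs E0Lms. Further ones were 863 for regulated genes EmsLse vs E0Lms, 3194 for regulated genes EseLms vs E0Lse, 99 for interaction genes (EseLms - E0Lms) - (EseL0 - E0L0), 17658 for overlap union and 7957 for overlap shared. Further ones were 2619 for overlap Ms only, 7022 for overlap Se only, 86.7 for share of E0Lms genes also in EmsLse, 74.8 for share of E0Lms genes also in E0Lse and 52.9 for share of E0Lse genes also in E0Lms. Further ones were 72.2 for share of E0Lse genes also in EseLms.

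In the 24 arrays of the first hybridisation, 18 of 19 counts stayed within 1.5 times the reported ones (0 higher and 14 lower in all), 13 of 13 other values moved by less than their spread, and 61 of 61 comparisons of named genes kept their direction and side of the threshold. The value that moved was 0 in limma (3112 at an unadjusted *P* under 0.05) for interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0).

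In the 23 arrays of the first session, chosen after seeing the data, 16 of 19 counts stayed within 1.5 times the reported ones (2 higher and 12 lower in all), 12 of 13 other values moved by less than their spread, and 61 of 61 comparisons of named genes kept their direction and side of the threshold. Past these limits lay 396 for regulated genes EmsLse vs E0Lse, 31 for regulated genes EmsLse vs E0Lms, 3 for interaction genes (EmsLse - E0Lse) - (EmsL0 - E0L0) and 0.772 for R2 EmsLse E0Lse.

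Over genes called in at least 1 feeding treatment, 0 of 7 other values moved by less than their spread. Those that moved were 0.973 for R2 E0Lms EmsLms, 0.893 for R2 E0Lms EseLms, 0.934 for R2 E0Lms EmsLse, 0.847 for R2 E0Lms E0Lse and 0.900 for R2 EseLms E0Lse. Further ones were 0.929 for R2 EmsLse E0Lse and 0.980 for R2 EseLse E0Lse.

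Against different control arrays, 0 of 7 other values moved by less than their spread. Moved ones were 0.569 for R2 E0Lms EmsLms, 0.503 for R2 E0Lms EseLms, 0.570 for R2 E0Lms EmsLse, 0.489 for R2 E0Lms E0Lse and 0.570 for R2 EseLms E0Lse. Further ones were 0.610 for R2 EmsLse E0Lse and 0.684 for R2 EseLse E0Lse.

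Without scaling in the principal component analysis, 1 of 2 other values moved by less than their spread. The value that moved was 0.536 for PCA position of EseLms on PC2.

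In the clustering of feeding treatments, 2 cross-species treatments grouped with the species of the eggs. With average linkage it was 1 (EmsLse moved) and with Euclidean distance also 1 (EseLms moved).

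Normexp on all spots before filtering and no filter on dim probes left all 23 counts, 18 other values and 61 comparisons of named genes as they were by these rules. The index from 1000 genes left its 4 values within their spread, and the correction for GC content left 19 counts and 4 values.

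Leaving out single arrays gave these ranges: regulated genes EmsL0 vs E0L0 35 (without EmsL0 replicate 1) to 80 (without E0L0 replicate 2), regulated genes EseL0 vs E0L0 0 in limma (2125 to 3897 at an unadjusted *P* under 0.05) to 1 (without E0L0 replicate 3), interaction genes (EmsLms - E0Lms) - (EmsL0 - E0L0) 0 in limma (2438 to 4316 at an unadjusted *P* under 0.05) to 16 (without EmsL0 replicate 3), interaction genes (EseLse - E0Lse) - (EseL0 - E0L0) 0 in limma (1237 to 2177 at an unadjusted *P* under 0.05) to 1 (without EseL0 replicate 1). Other ranges were interaction genes (EmsLse - E0Lse) - (EmsL0 - E0L0) 0 in limma (2559 to 3815 at an unadjusted *P* under 0.05) to 6 (without EmsL0 replicate 3), interaction genes (EseLms - E0Lms) - (EseL0 - E0L0) 9 (without E0Lms replicate 2) to 247 (without E0L0 replicate 1), share of E0Lms genes also in EmsLse 88.3 (without E0Lms replicate 3) to 91.7 (without E0L0 replicate 3), share of E0Lse genes also in E0Lms 41.2 (without E0Lms replicate 3) to 45.6 (without E0L0 replicate 2). Among shares and R2, ranges were R2 E0Lms EmsLms 0.845 (without E0Lms replicate 3) to 0.893 (without E0L0 replicate 2), R2 E0Lms EseLms 0.713 (without EseLms replicate 2) to 0.773 (without E0L0 replicate 2), R2 E0Lms EmsLse 0.804 (without E0Lms replicate 3) to 0.848 (without E0L0 replicate 2), R2 E0Lms E0Lse 0.682 (without E0Lms replicate 3) to 0.732 (without E0L0 replicate 2). Then followed R2 EseLms E0Lse 0.756 (without EseLms replicate 3) to 0.796 (without E0L0 replicate 2), R2 EmsLse E0Lse 0.771 (without EmsLse replicate 1) to 0.8501 (without EmsLse replicate 2), R2 EseLse E0Lse 0.887 (without EseLse replicate 1) to 0.920 (without E0L0 replicate 2), log2 fold change Na_454_21846 EmsL0 vs E0L0 −3.36e-05 (without E0L0 replicate 1) to 0.18 (without E0L0 replicate 3). For the rest the ranges were log2 fold change Na_454_00281 EmsL0 vs E0L0 −0.36 (without E0L0 replicate 1) to 0.16 (without E0L0 replicate 2), log2 fold change Na_454_14052 E0Lms vs E0L0 −0.29 (without E0L0 replicate 3) to 0.32 (without E0L0 replicate 1), log2 fold change Na_454_09895 EseL0 vs E0L0 −0.0429 (without E0L0 replicate 1) to 0.39 (without E0L0 replicate 3), regulated genes EseLse vs E0Lse 0 in limma (1538 to 2174 at an unadjusted *P* under 0.05) to 2 (without E0Lse replicate 2). Also seen were regulated genes EmsLse vs E0Lse 51 (without EmsLse replicate 2) to 415 (without EmsLse replicate 1), regulated genes EseLms vs E0Lse 254 (without EseLms replicate 2) to 460 (without EseLms replicate 3), species index E0Lse 0.894 (without EseLse replicate 3) to 1.03 (without E0Lse replicate 2), log2 fold change Na_454_01146 E0Lse vs E0Lms −0.12 (without E0Lse replicate 2) to 0.13 (without E0Lse replicate 3). The last were species index E0Lms −0.0701 (without E0Lms replicate 3) to 0.101 (without EmsLms replicate 2), regulated genes EmsLms vs E0Lms 0 in limma (1156 to 1485 at an unadjusted *P* under 0.05) to 2 (without E0Lms replicate 1), regulated genes EseLms vs E0Lms 154 (without EseLms replicate 1) to 612 (without EseLms replicate 2), regulated genes EmsLse vs E0Lms 41 (without EmsLse replicate 1) to 290 (without EmsLse replicate 2). With an array left out, its treatment has 2 arrays, and limma pools the spread over treatments.

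Signal over background limits the named genes that are dim in unfed plants, for which fitted folds are given that depend on the background correction.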

Differences from the paper's values

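The alternatives named below were set before the data were examined, and leaving out single arrays was among them. The values that differ are R2 across genes, printed in Fig. 4c; statements on genes follow them. No value that the paper's text states differed by the rule used.

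For R2 E0Lms EmsLms the paper gives about 0.91 in Fig. 4c, against 0.883 (jackknife SE 0.0146). With normexp on all spots before filtering it was 0.892, and without replicate 2 of E0L0 it was 0.893, both within the SE and the rounding of the printed value (0.005). It stayed apart with both normexp offsets, the median signal, no background correction, both scalings to the 75th percentile, no filter on dim probes, probes well above background, the series matrix, the 24 arrays, regulated genes alone, different control arrays, and with any other array left out.

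For R2 EseLse E0Lse the paper gives about 0.89 in Fig. 4c, against 0.915 (SE 0.0100). It came within the SE and the rounding of the paper's value without any 1 of the E0Lse or EseLse arrays, at 0.887 to 0.901, and stayed apart under all other alternatives, including normexp on all spots before filtering.

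For R2 EseLms E0Lse the paper gives about 0.83 in Fig. 4c, against 0.784 (SE 0.0126). With probes well above background on at least 3 arrays it was 0.816, within the SE and the rounding of the paper's value; it stayed apart under all other alternatives and with each array left out. For R2 EseLms EseLse the paper gives about 0.87 in Fig. 4c, against 0.800 (SE 0.0250). With a normexp offset of 16 it was 0.881 and with no background correction 0.883, both within the same limits; it stayed apart under all other alternatives and with each array left out.

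For R2 EmsLse EseLse the paper gives about 0.80 in Fig. 4c, against 0.869 (SE 0.0362). It came within these limits of the paper's value without replicate 2 of EseLse (0.829), without replicate 1 of EmsLse (0.825) and without replicate 3 of EmsLse (0.830), and stayed apart under all other alternatives. For R2 EmsLms EseLse the paper gives about 0.75 in Fig. 4c, against 0.799 (SE 0.0299). It came within these limits of the paper's value without replicate 2 (0.763) or 3 (0.779) of EseLse and without replicate 1 (0.782) or 2 (0.753) of EmsLms, and stayed apart under all other alternatives.

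The printed values for R2 EseLms EseLse and R2 EmsLse EseLse (about 0.87 and about 0.80 in Fig. 4c) are close to those computed with these cross-species treatments exchanged (0.869 and 0.800). Likewise, Fig. 4c prints about 0.83 for R2 EseLms E0Lse and about 0.78 for R2 EmsLse E0Lse, against 0.784 and 0.832 computed, whereas the paper's text gives the second as 0.83. No cause was tested.

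The paper states that no gene showed an interaction of *M. sexta* oviposition and *M. sexta* feeding; limma called 1 gene. It called 0 genes in the fit of the treatments compared alone (3089 at an unadjusted *P* under 0.05), in the 24 arrays of the first hybridisation (3112), and without any 1 of replicates 1 and 2 of E0L0 and of the E0Lms and EmsLms arrays (2438 to 4316).

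The remaining statements rest on real-time PCR of more plants, not analysed here, and are set beside array values. For *PTR1*-like the paper states a rise after oviposition by either species; the array values fell by 0.69 in EmsL0 and by 0.42 in EseL0 (log2), not well above background, and under the scanner's background-subtracted signal they rose by 0.0646 and 0.0367 without being called (log2 fold change Na_454_15271 EmsL0 vs E0L0, log2 fold change Na_454_15271 EseL0 vs E0L0). For *WRKY71*-like and *AO* it states a fall after *M. sexta* oviposition; the array values were 0.06 and −0.02, near background. For *NaPI* and *NaGGPPS2* it states a rise after *S. exigua* oviposition; the array values rose by 1.45 and 0.39 but were not called (adjusted *P* = 0.252 and 0.929, and 0.123 to 1.00 and 0.861 to 1.00 over the alternatives).

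The paper states that *NaTD* was higher after *S. exigua* than after *M. sexta* feeding; its adjusted *P* on the arrays was 0.0826, and 0.00428 to 0.561 over the alternatives. It was called with normexp offsets of 16 and 50, without background correction and in the fit of the treatments compared alone. The paper also states that *NaTD*, *WRKY6*, *NaACO2* and *NaNPR1* were induced by feeding. In E0Lms relative to E0L0, *WRKY6* had a log2 fold change of 0.05 (adjusted *P* = 0.923) and *NaNPR1* one of 0.19 (adjusted *P* = 0.122). In E0Lse they rose by 1.21 (adjusted *P* = 0.00149) and 0.70 (adjusted *P* = 1.46e-06, under the fold change threshold). *NaTD* and *NaACO2* were called after feeding by either species.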

Other observations

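The tests of the session, of mislabelled arrays, of the slide for the genes called between E_ms_L_0_ and E_0_L_0_, of the *M. sexta* oviposition signature, of control arrays out of place and the correction for GC content were chosen only after the result was seen. The rules by which common controls, control arrays out of place, clock genes, mislabelled arrays and oviposition without larvae were judged were changed after their values were seen, each towards a weaker statement, and the simulation of shared controls was revised after its first result.

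E_se_L_ms_ arrays lay on the *S. exigua* side of E_0_L_ms_ arrays on the species index. The difference was 0.578 after the correction for GC content, a small one (root mean square 0.0270 log_2_), and 0.623 on the 302 index genes that were well above background on all arrays, which argues against GC content and dim probes as the cause. *S. exigua* oviposition without larvae moved the index by −0.0422, less than the pooled SD, which argues against an effect of oviposition that is independent of feeding. The hybridisation session stays open, and so do mislabelled arrays: E_se_L_ms_ and E_0_L_se_ differed in 446 genes, but calls between arrays of the same treatment could also come from the session. Replicate 1 of E_ms_L_se_, in a scanning session of its own, had an index of 0.701, against a mean of 0.444 of the other E_ms_L_se_ arrays. The E_se_L_ms_ arrays share their slide with no other treatment. The shift may therefore come from the session, from *S. exigua* eggs, or from both, and the arrays cannot tell these apart. The paper's real-time PCR, not analysed here, also covered E_se_L_ms_ plants.

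E_ms_L_se_ arrays lay on the *M. sexta* side of E_0_L_se_ arrays on the index. With slide as a block, which takes out replicate 1 of E_ms_L_se_, the difference was −0.548. It was −0.498 after the correction for GC content and −0.580 on index genes well above background on all arrays. None of slide, GC content and dim probes therefore accounts for it. *M. sexta* oviposition without larvae moved the index by −0.294, in the same direction, and the excess over it, the interaction on the index, was −0.200 (SE 0.118), less than 2 SE. An effect of the eggs that adds to the feeding response therefore cannot be excluded as the whole cause. For E_se_L_ms_ the interaction was 0.617 (SE 0.118).

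Between E_ms_L_0_ and E_0_L_0_, 64 genes were called without and 85 with slide as a block, which argues against the slide as the cause of a count of this size. Whether the 64 genes were among the 85 was not determined. Across genes, which are not independent, the effect of *M. sexta* oviposition without larvae had a correlation of 0.318 with its effect on *S. exigua*-fed plants (E_ms_L_se_ relative to E_0_L_se_), which share no arrays. With slide as a block it was 0.301, where the design alone gives 0.0352, so that the slide does not account for it. The corresponding correlation with the effect on *M. sexta*-fed plants was 0.00504. A candidate explanation is that the systemic effect of *M. sexta* eggs persists in *S. exigua*-fed plants and is covered by feeding in *M. sexta*-fed plants; it was found and tested on the same data.

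Of the genes called for *S. exigua* feeding alone, 95.4% changed in the same direction in E_0_L_ms_ plants. In simulations in which E_0_L_ms_ had no effect, the shared control arrays gave 58.2% (57.1 to 59.1), and 53.8% (52.0 to 55.3) in the earlier form of the simulation. This is in line with a stronger form of the response to *M. sexta* for many of these genes, which is a hypothesis from the same data.

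The mean of the genes that rose in E_ms_L_0_ minus the mean of those that fell, in log_2_ units, separated E_0_L_ms_ from E_0_L_se_ plants by 2.01 (pooled SD 0.18; exact permutation test, two-sided *P* = 0.1, the smallest possible). With slide as a block the difference was 2.04, which argues against the slide. Genes with circadian clock terms were more frequent among the called genes, 3 of 64 against 50 in all (Fisher's exact test, one-sided *P* = 5.69e-05), and without them the difference was 1.97. An effect shared by *M. sexta* oviposition and *M. sexta* feeding and a difference in the hour of harvest, which is not given per array, both stay open.

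The genes called between E_ms_L_0_ and E_0_L_0_ changed in the same direction in E_se_L_0_ in 98.4% of cases (63 of 64), with a median log_2_-FC of 0.36 against 1.32 in E_ms_L_0_. The share was 98.4% with slide as a block, which argues against the slide. With E_se_L_0_ set against a control array left out of the choice of genes, it was 66.6% on average (61.9%, 68.8% and 69.2%), and in the simulations of a treatment without effect that shared its controls 75.3% (72.2 to 80.5), or 82.7% (78.1 to 90.6) in the earlier form. The measured share lies above both simulated ranges, but the common control arrays may explain part of it, and they cannot be told apart from a weak effect of *S. exigua* eggs. The share in the other treatments relative to E_0_L_0_ was at least 59.4%, which leaves control arrays out of place open as well.

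For each of the called comparisons between treatments, the real split of the arrays was the only 1 of 10 splits with a count as large. As 10 splits give no share under 0.1, the number of splits alone cannot exclude an arbitrary split for any of them. The largest other split gave 25 genes, for E_se_L_se_ and E_0_L_0_. For the 6 feeding treatments against E_0_L_0_, however, the real split gave 2327 to 4399 genes. On the first principal component, the 18 arrays of fed plants (9.42 to 134) lay apart from the 9 of unfed plants (−170 to −118). These values argue against an arbitrary split as the cause of the feeding response. Splits cannot test the comparisons with 0 genes in limma, as any count is at least as large as 0. These were E_se_L_0_ with E_0_L_0_ (2431 at an unadjusted *P* under 0.05), E_ms_L_ms_ with E_0_L_ms_ (1208) and E_se_L_se_ with E_0_L_se_ (1924). All 10 of 10 splits were as large by construction. The same holds for all 100 splits drawn for 2 interactions with 0 genes in limma. These were *S. exigua* oviposition with *S. exigua* feeding (1517 at an unadjusted *P* under 0.05) and *M. sexta* oviposition with *S. exigua* feeding (3267).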
